# Functional Diversification, Redundancy, and Epistasis among Paralogs of the *Drosophila melanogaster Obp50a–d* Gene Cluster

**DOI:** 10.1093/molbev/msab004

**Published:** 2021-02-09

**Authors:** Joel A Johnstun, Vijay Shankar, Sneha S Mokashi, Lakshmi T Sunkara, Ugonna E Ihearahu, Roberta L Lyman, Trudy F C Mackay, Robert R H Anholt

**Keywords:** multigene families, functional diversification, transcriptional niche, RNAseq, odorant-binding proteins, evolutionary genetics

## Abstract

Large multigene families, such as the insect odorant-binding proteins (OBPs), are thought to arise through functional diversification after repeated gene duplications. Whereas many OBPs function in chemoreception, members of this family are also expressed in tissues outside chemosensory organs. Paralogs of the *Obp50* gene cluster are expressed in metabolic and male reproductive tissues, but their functions and interrelationships remain unknown. Here, we report the genetic dissection of four members of the *Obp50* cluster, which are in close physical proximity without intervening genes. We used CRISPR technology to excise the entire cluster while introducing a *PhiC31* reintegration site to reinsert constructs in which different combinations of the constituent *Obp* genes were either intact or rendered inactive. We performed whole transcriptome sequencing and assessed sexually dimorphic changes in transcript abundances (transcriptional niches) associated with each gene-edited genotype. Using this approach, we were able to estimate redundancy, additivity, diversification, and epistasis among *Obp50* paralogs. We analyzed the effects of gene editing of this cluster on organismal phenotypes and found a significant skewing of sex ratios attributable to *Obp50a*, and sex-specific effects on starvation stress resistance attributable to *Obp50d*. Thus, there is functional diversification within the *Obp50* cluster with *Obp50a* contributing to development and *Obp50d* to stress resistance. The deletion–reinsertion approach we applied to the *Obp50* cluster provides a general paradigm for the genetic dissection of paralogs of multigene families.

## Introduction

Gene duplication followed by functional diversification represents a major mechanism for genome evolution, especially the evolution of large multigene families (reviewed by Long et al. 2013), such as chemoreceptors (Robertson et al. 2003; Croset et al. 2010; Hughes et al. 2018; Anholt 2020) and detoxification enzymes (Sezutsu et al. 2013; Good et al. 2014). In addition to subfunctionalization and neofunctionalization (Hahn 2009), multigene families may harbor functional redundancy, and this may account, in part, for the observation that functionally redundant multigene families may provide robustness to the transcriptome in the face of changing environmental conditions (Zhou et al. 2012). 

Insect odorant-binding proteins (OBPs) provide an example of a rapidly evolving multigene family (Sánchez-Gracia et al. 2009; Vieira and Rozas 2011). OBPs are small, secreted proteins with diverse amino acid sequences mostly characterized by six conserved cysteines (Hekmat-Scafe et al. 2002; Pelosi et al. 2014). Members of this family have been implicated in responses to pheromones (reviewed by Stengl 2010) and host plant odorants (reviewed by Anholt 2020). In *Drosophila melanogaster*, most of the 52 *Obp* genes occur in clusters distributed across the three major chromosomes, likely due to repeated tandem gene duplication. Behavioral (Swarup et al. 2011) and electrophysiological (Scheuermann and Smith 2019) studies have implicated several of these OBPs in modulating responses to odorants, although simultaneous CRISPR excision of four OBPs that are prominently expressed in the antenna did not affect electrophysiological responses upon exposure to odorants (Xiao et al. 2019). Whereas OBPs were thought to be primarily associated with olfactory responses (Pelosi et al. 2014; Larter et al. 2016), expression of OBPs in nonchemosensory tissues (McGraw et al. 2004; Findlay et al. 2008) suggests that some members of this family have evolved to acquire different functions. Association studies in wild derived lines of the *Drosophila melanogaster* Genetic Reference Panel (Mackay et al. 2012; Huang et al. 2014) identified two polymorphisms in *Obp19d* that were associated with lifespan (Arya et al. 2010). In addition, *Obp8a* and *Obp19c* are highly expressed in the male accessory gland and *Obp19c* is also expressed in ovaries (Findlay et al. 2008). Gene ontology enrichment analyses of coregulated transcripts revealed that transcripts associated with variation in *Obp19c* (designated as its “transcriptional niche”) implicate oviposition and postmating behavior (Arya et al. 2010).

Here, we report the genetic dissection of the *Obp50a–d* cluster of *D. melanogaster.* We selected this cluster because its organization is compact without intervening genes, its CRISPR-mediated excision results in viable offspring, and the functions of the four paralogs contained within this cluster are unknown. Members of this cluster show sexually dimorphic expression (Zhou et al. 2009) and in males are expressed at highest levels in testes (Roy et al. 2010; Hu et al. 2017; Leader et al. 2018; Thurmond et al. 2019), suggesting that paralogs of the *Obp50* family may have acquired functions that are unrelated to chemoreception.

We excised the *Obp50a–d* cluster using CRISPR/*Cas9* technology while introducing a *PhiC31* viral integration site at the endogenous locus. This enabled us to reinsert versions of the cluster in which all four, none, or one of the paralogs were intact, whereas the rest were rendered inactive through the introduction of premature termination codons. This in turn enabled us to isolate the functions of each paralog while accounting for their functional redundancy, quantify the extent to which they had diverged in function, and measure the magnitude and direction of epistatic interactions among them.

## Results

### Generation of an *Obp50a–d* Knockout Line and Reinsertion of Individual Functional Paralogs at Their Endogenous Location

We generated transgenic lines in the Canton S (B) genetic background to functionally dissect the *Obp50a–d* gene cluster. First, we used CRISPR/*Cas9* in conjunction with a homology-directed repair template to replace the wild-type *Obp50a–d* cluster with an *attP-LoxP-DsRed-LoxP* cassette (Gratz et al. 2014) (fig. 1*A* and supplementary table S1 and data file 1, Supplementary Material online). We then used the integrated *attP* site to introduce eight *pattB-Obp50ad-LoxP* plasmids, each with a unique version of the cluster (fig. 1*B*), into the endogenous locus (fig. 1*A*). We obtained 26 “reinsertion” lines of these eight genotypes (supplementary table S2 and data file 2, Supplementary Material online). This resulted in genotypes in which all, none, or one of the paralogs were functionally intact.

**Fig. 1.**
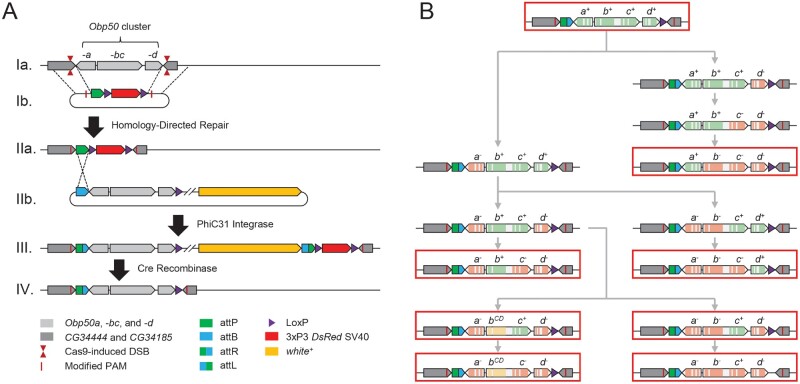
Schematic of genome editing strategy used to generate reinsertion lines. (*A*) Replacement of the *Obp50a–d* cluster. Cas9 was directed to induce double-stranded breaks (DSBs) on either side of the *Obp50a–d* cluster in the wild-type genome (*Ia*) whereas a *pDsRed*-*attP* repair template containing homology to either side (*Ib*) was coinjected, enabling homology-directed repair to replace the cluster with the *attP*-*LoxP*-*DsRed*-*LoxP* cassette. A single nucleotide substitution in each protospacer adjacent motif (PAM) was necessary to prevent Cas9 from cleaving the template, which resulted in *CG34444* G233A and *CG34185* G113A substitutions. Positive transformants (*IIa*) were crossed to a PhiC31 integrase-expressing line and injected with *pattB*-*Obp50ad*-*LoxP*-*white*^+^ vectors containing modified versions of the *Obp50a–d* cluster (*IIb*), which integrated in their entirety into the *attP* locus. The resulting chromosome (*III*) was passed through a Cre-expressing line to eliminate the more than 7 kb of unwanted sequence between the three unidirectional LoxP sites, leaving only a 60-bp attR and 34-bp LoxP flanking the reinserted cluster at the 3′ ends of all adjacent genes (*IV*). (*B*) Construction of *pattB* vectors with the eight reinsertion genotypes. After cloning the wild-type (“+” allele) *Obp50a–d* cluster (top) into the multiple cloning site (MCS) of the *pattB*-*MCS*-*LoxP*-*white^+^* vector, a series of site-directed mutagenesis reactions (gray arrows) were performed to either inactivate paralogs with premature termination codons (PTCs; “−” allele) or induce missense mutations in four conserved cysteines and a conserved alanine in *Obp50b* (“CD” allele). Exons of *Obp50a–d* paralogs are colored to indicate whether the respective gene is functional (green), inactivated by PTCs (red), or has four conserved cysteines and an alanine substituted (yellow). The substituted cysteines correspond to C2, C3, C5, and C6 from Hekmat-Scafe et al. (2002). Red outlines indicate the final vectors which produced the eight reinsertion genotypes.

To account for possible redundancy between paralogs, the genotypes were designed to determine which functions each was sufficient to perform when all others were inactivated. In most cases, genes were inactivated via two consecutive premature termination codons (PTCs; “−” allele) early in their coding sequence. However, because the start codon of *Obp50c* is internal to the *Obp50b/c* bicistronic transcript, introducing PTCs into *Obp50b* could jeopardize the expression of *Obp50c*, since nonsense-mediated decay could degrade the transcript (Hug et al. 2016) or impede translation initiation of *Obp50c*. Therefore, we generated another genotype with a functional *Obp50c* (*Obp50a^−^b^CD^c^+^d^−^*) in which *Obp50b* was inactivated by substitution mutations (“CD” allele) in four conserved cysteines (C68S, C72S, C148S, and C158S) and a conserved alanine (A152P). As the functional consequences of amino acid substitutions in these conserved residues are unknown, we generated an additional genotype (*Obp50a^−^b^CD^c^−^d^−^*) with these same mutations.

Although *PhiC31* transgenesis causes the *pattB* plasmids to be integrated in their entirety, including the 7-kb backbone, the rearrangement of the multiple cloning site and existing *loxP* sequence (Bischof et al. 2013) allows virtually all extraneous sequence to be removed while leaving the reinserted *Obp50a–d* cluster intact by crossing positive transformants to a *Cre*-expressing line (fig. 1*A* and supplementary figs. S1 and S2, Supplementary Material online). The *Obp50a–d* cluster is especially amenable to this strategy, since orientation of the *Obp50a* and *Obp50d* genes is such that the remaining 61 and 39 bp of extraneous sequence up- and downstream of the cluster, respectively, are past the 3′ ends of all adjacent genes and are, therefore, less likely to interfere with any promoter or regulatory sequence (Roy and Singer 2015) (fig. 1).

### Phenotypic Effects of *Obp50a–d* Paralogs Show Functional Diversification in Females and Redundancy in Males

In contrast to many members of the *Obp* gene family, which function in chemosensation, *Obp50* paralogs are expressed in metabolic tissues and male reproductive organs (supplementary data file 3, Supplementary Material online). We examined a range of metabolic and reproductive phenotypes to assess functional diversification of the *Obp50a–d* cluster. We did not observe significant differences between the *Obp50a^+^b^+^c^+^d^+^* and *Obp50a^−^b^−^c^−^d^−^* genotypes for chill coma recovery time, startle response, or copulation latency or duration (supplementary table S3, Supplementary Material online). We did observe a significant difference between these genotypes for starvation resistance of mated females, such that the flies which possessed a fully intact *Obp50a–d* cluster (genotype *Obp50a^+^b^+^c^+^d^+^*) were significantly more sensitive to starvation stress than the complete knockout *Obp50a^−^b^−^c^−^d^−^* (*P *<* *0.0001, *n *≥* *89 flies/line, logistic regression) (supplementary data files 4 and 5, Supplementary Material online). Repeating the experiment with all eight genotypes (supplementary data files 4 and 5, Supplementary Material online) confirmed the difference between the *Obp50a^+^b^+^c^+^d^+^* and *Obp50a^−^b^−^c^−^d^−^* genotypes (*P *=* *0.0004, *n *≥* *49) and showed an almost identical difference between *Obp50a^−^b^−^c^−^d^+^* and *Obp50a^−^b^−^c^−^d^−^* (*P *=* *0.0005, *n *≥* *49; fig. 2*A*). *Obp50a^+^b^+^c^+^d^+^* and *Obp50a^−^b^−^c^−^d^+^* had nearly equivalent mean survival times (44.6 and 44.7 h, respectively) and were not significantly different from each other (*P*_Holm_* *=* *1, *n *≥* *50), which indicates that the difference in resistance to starvation stress between the intact and deleted *Obp50a–d* cluster could be attributed to a functional *Obp50d* allele, as no other comparisons were significant.

**Fig. 2.**
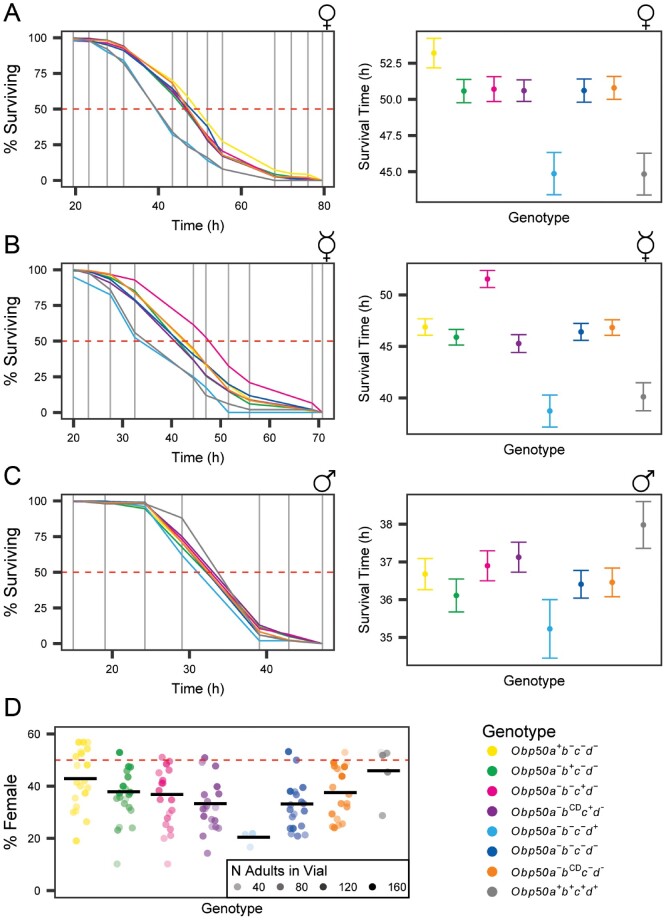
*Obp50a–d* genes show sex-specific functional diversification in starvation resistance and sex ratio. (*A-C*) Plots of % surviving over time (left) and average time of death versus genotype (right) of mated (*A*) and virgin (*B*) females and mated males (*C*) under starvation conditions. The horizontal dashed red line indicates 50% surviving. Vertical gray lines indicate observation times. Error bars are SEM. (*D*) Plot of % female offspring. Dots indicate independent vials in which flies of the respective genotype were allowed to lay eggs, where the opacity corresponds to the number of adult progeny which emerged from the respective vial. Black horizontal bars indicate the mean % female of the respective genotype’s vials weighted by the number of adult offspring per vial. Horizontal dashed red line indicates 50% female.

Virgin females yielded similar results, except that the *Obp50a^−^b^−^c^+^d^−^* genotype was more resistant to starvation compared with *Obp50a^−^b^−^c^−^d^−^* (*P *<* *0.0001, *n *≥* *33; fig. 2*B*). *Obp50a^−^b^−^c^+^d^−^* also survived longer than *Obp50a^−^b^CD^c^+^d^−^* virgin female flies (*p*_Holm_* *<* *0.0001, *n *≥* *28). As no difference was seen between the *Obp50a^−^b^CD^c^−^d^−^* and *Obp50a^−^b^−^c^−^d^−^* genotypes (*P*_Holm_* *=* *1, *n *≥* *29), these results suggest an epistatic interaction between the functional *Obp50c* gene and the *Obp50b^CD^* allele, and that this interaction depends on both sex and mated status.

The *Obp50a^+^b^+^c^+^d^+^* genotype also differed significantly from *Obp50a^−^b^−^c^−^d^−^* in the mated male starvation stress resistance assay (*P *=* *0.0457, *n *≥* *49), but in males *Obp50a^+^b^+^c^+^d^+^* was the most resistant genotype, in contrast to the results seen in females (fig. 2*C*). Moreover, *Obp50a^−^b^−^c^−^d^+^* was significantly different from *Obp50a^+^b^+^c^+^d^+^* (*P*_Holm_* *=* *0.0411, *n *≥* *50) and had the lowest mean survival time of all the genotypes, but was not significantly different from *Obp50a^−^b^−^c^−^d^−^* (*P *=* *0.1652, *n *≥* *49).

To test whether the observed differences in starvation resistance could be accounted for by a greater investment in reproduction-related processes (Harbison et al. 2004; Wayne et al. 2006), we maintained vials in which mated females were allowed to lay eggs overnight before being submitted to starvation and counted their adult progeny. There was no correlation between starvation resistance and fecundity (*P *=* *0.2412, sum of squares* *=* *325.8, *F* ratio* *=* *1.38, Ordinary Least Squares test, *n *≥* *7 vials/line). We also assessed whether increased starvation resistance might be due to differences in larval fat content (Chippindale et al. 1996; Djawdan et al. 1998; Aguila et al. 2007) using a buoyancy assay on wandering stage larvae (Hazegh and Reis 2016), but found no significant correlation between genotype and inferred larval fat content (*P *=* *0.4801, *n *=* *6 vials/line; supplementary table S3, Supplementary Material online).

In addition to antagonistic effects between males and females on resistance to starvation stress, we observed differences in sex ratio among the genotypes as measured by the percent of female offspring (fig. 2*D*) (supplementary data files 4 and 6, Supplementary Material online). The *Obp50a^+^b^+^c^+^d^+^* genotype had the highest percent of females (46%) and differed significantly from *Obp50a^−^b^−^c^−^d^−^* (32%, *P *<* *0.0001, *n *≥* *4 vials/line). The female sex ratio of *Obp50a^+^b^−^c^−^d^−^* (42%) was also significantly different from *Obp50a^−^b^−^c^−^d^−^* (*P *<* *0.0001, *n *≥* *4) but not from *Obp50a^+^b^+^c^+^d^+^* (*P*_Holm_* *=* *0.4631, *n *≥* *4), indicating that the reinsertion of intact *Obp50a* was sufficient to restore a nearly normal sex ratio. *Obp50d* had the opposite effect, however, as *Obp50a^−^b^−^c^−^d^+^* produced even fewer females than *Obp50a^−^b^−^c^−^d^−^* (20%, *P *=* *0.0085, *n *≥* *3). Given that the number of adult progeny in each vial correlated significantly with the percent of females (*P *<* *0.0001) and most (108/125, 86%) vials had fewer females than males, we concluded that differences in sex ratio were attributed to differences in female survival during development.

Although the reinsertion of a functional *Obp50c* did not increase the proportion of females when *Obp50b* was inactivated with PTCs (34%, *P *=* *0.1764, *n *≥* *4), it decreased the female/male sex ratio in the presence of the *Obp50b^CD^* allele (*P*_Holm_* *=* *0.0206, *n *≥* *4). Since *Obp50a^−^b^CD^c^−^d^−^* had a higher percentage of females than *Obp50a^−^b^−^c^−^d^−^* (38%, *P*_Holm_* *=* *0.0041, *n *≥* *4), *Obp50b^CD^* partially restored the sex ratio in the absence of *Obp50c*. This implies an antagonistic relationship between *Obp50c* and *Obp50b^CD^* and indicates that *Obp50b^CD^* may have residual or altered function.

For each of the above phenotypes, the extent of functional diversification between the four paralogs was determined by testing for differences between the *Obp50a^+^b^−^c^−^d^−^*, *Obp50a^−^b^+^c^−^d^−^*, *Obp50a^−^b^−^c^+^d^−^*, and *Obp50a^−^b^−^c^−^d^+^* genotypes, with the null hypothesis that the four paralogs were functionally similar, or redundant. These tests showed the paralogs to have diverse effects on female starvation resistance (mated: *P *=* *0.0002, *n *≥* *25 flies/line; virgin: *P *<* *0.0001, *n *≥* *27) and sex ratio (*P *<* *0.0001, *n *≥* *3 vials/line), while having redundant effects (*P *=* *0.1392, *n *≥* *49 flies/line) on male starvation resistance.

If the paralogs have additive phenotypic effects, we expect that the effect of the full *Obp50a–d* cluster (estimated by the difference between the *Obp50a^+^b^+^c^+^d^+^* and *Obp50a^−^b^−^c^−^d^−^* genotypes) will equal to the sum of the effects of the individual paralogs (which were each estimated by the difference between *Obp50a^−^b^−^c^−^d^−^* and the respective single paralog reinsertion genotype, whether *Obp50a^+^b^−^c^−^d^−^*, *Obp50a^−^b^+^c^−^d^−^*, *Obp50a^−^b^−^c^+^d^−^*, or *Obp50a^−^b^−^c^−^d^+^*). Epistasis occurs if this is not the case. We inferred that the effects of the paralogs were additive in each of these assays, with *P* values of 0.6965 (*n *≥* *25 flies/line), 0.2087 (*n *≥* *27), 0.1194 (*n *≥* *49), and 0.087 (*n *≥* *3 vials/line) for mated female, virgin female, and male starvation resistance, and sex ratio, respectively.

### Transcriptional Profiling of the *Obp50a–d* Reinsertion Lines Shows Coregulated Transcripts Expressed in the Pupal Fat Body and Male Reproductive Tissues

We next performed transcriptome profiling to assess to what extent reinsertion of the *Obp50a–d* paralogs affects their “transcriptional niches,” defined as the coregulated ensembles of differentially expressed genes (DEGs) upon altered expression of a focal paralog or set of paralogs (Arya et al. 2010) (supplementary data files 4 and 7–11, Supplementary Material online). 

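RNA of whole mated flies was sequenced in 56 libraries of 8 genotypes, with the sexes kept separate and each library made from a pool of flies of 1 line. Obp50Neg had every paralog inactivated (*Obp50a-b-c-d-*) and Obp50Pos carried the intact cluster (*Obp50a+b+c+d+*). The genotypes Obp50a, Obp50b, Obp50c and Obp50d each carried 1 functional paralog, Obp50NegBCD carried the *Obp50b CD* allele alone and Obp50cBCD carried it beside functional *Obp50c*. Each genotype had 4 libraries per sex from 2 lines, except Obp50Pos and Obp50d, which had 2 libraries per sex from 1 line. The paper left out 1 female Obp50Pos and 1 female Obp50cBCD library, and the values here are over the other 54 unless stated. Female Obp50Pos therefore has no replicates. The authors aligned the reads with GSNAP, counted uniquely mapped fragments on the exons of each gene with featureCounts regardless of strand, and deposited these counts without normalization. Genes that overlap on opposite strands or share sequence with a close copy are uncertain at this step, the neighbouring *Obp50* paralogs included.

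The total count per male library ranged from 24834558 to 28346011 (median 26590284.5) in Obp50Pos and from 29688660 to 39352477 (median 35100681.5) in Obp50Neg. It ranged from 23234066 to 42553944 (median 29193650) in male Obp50a libraries, and from 22933357 to 40927563 (median 35888307.5) in male Obp50b libraries. Male Obp50c libraries held between 24686778 and 29849120 counts (median 28545813), and the pair of male Obp50d libraries 24145336 and 25161650. Male Obp50NegBCD totals lay between 25366890 and 34675191 (median 33268710.5), and those of male Obp50cBCD between 14638498 and 53517693 (median 23783141). In females, the single Obp50Pos library used held 17710678 counts, and Obp50Neg libraries held between 21066439 and 26361036 (median 24676184). Totals ran from 17856702 to 25955525 (median 22918025) in female Obp50a, from 18841249 to 33376958 (median 24032992.5) in female Obp50b, and from 18972409 to 39058552 (median 26336070.5) in female Obp50c. The pair of female Obp50d libraries held 19861479 and 25729400 counts. Female Obp50NegBCD libraries ranged from 19027175 to 35585300 (median 29350801), and the 3 female Obp50cBCD libraries used ranged from 19755266 to 33329135 (median 29718210).

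The deposited counts were filtered as in the paper, keeping genes with a nonzero count in at least 25% of libraries and a median count of at least 2, which left 15675 of 17490 genes. edgeR's quasi-likelihood test was then run with TMM normalization in 1 fit over both sexes, with a mean for each of the 16 combinations of sex and genotype. *P* values were adjusted by the Benjamini-Hochberg method within each contrast, and genes under an FDR of 0.05 were called DEGs. The paper's mixed model, fitted here to GeTMM values with lme4, is given beside this test. The choice of model moved the number of DEGs more than normalization or filtering did. The headers of the deposited files place 39 libraries in a first set, 14 in a second set and 3 in a set marked as a redo, and the paper's text does not name these sets. Both male Obp50Pos libraries and all female Obp50a libraries are in the second set. All Obp50Neg, Obp50NegBCD and Obp50c libraries are in the first, so set and genotype are partly confounded.

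The knocked-out paralogs carry premature stop codons, and their transcripts were still counted. *Obp50a* (FBgn0050067, chromosome 2R from 14370331 to 14371116 in the authors' annotation) had between 0 and 27 counts in male libraries and between 0 and 21 in female libraries. *Obp50c* (FBgn0050072, 14371186 to 14373006) had between 148 and 606 counts in every male library and between 0 and 53 in females. *Obp50d* (FBgn0050074, 14373108 to 14373808) had between 1 and 44 counts in males and between 0 and 15 in females. *Obp50b*, which shares a transcript with *Obp50c*, had 0 counts in all 56 libraries. In males, normalized counts (CPM) of *Obp50a* were 0.376 ± 0.265 (SD, n = 4) in Obp50a and 0.325 ± 0.0489 (SD, n = 4) in Obp50Neg, a difference smaller than the spread between replicates (adjusted p = 0.992). *Obp50c* was at 11.2 ± 0.646 CPM (SD, n = 4) in Obp50c males and 10.5 ± 2.03 (SD, n = 4) in Obp50Neg males (adjusted p = 0.999). *Obp50d* was at 0.647 ± 0.258 CPM (SD, n = 2) in Obp50d males and 0.593 ± 0.276 (SD, n = 4) in Obp50Neg males.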

We performed RNAseq on whole flies and examined contrasts between the full cluster knockout (*Obp50a^−^b^−^c^−^d^−^*) and each of the four single paralog reinsertion genotypes (*Obp50a^+^b^−^c^−^d^−^*, *Obp50a^−^b^+^c^−^d^−^*, *Obp50a^−^b^−^c^+^d^−^*, *Obp50a^−^b^−^c^−^d^+^*) as well as the genotype with a fully intact *Obp50a–d* cluster (*Obp50a^+^b^+^c^+^d^+^*) to estimate the corresponding transcriptional niches within each sex. (*Obp50a^−^b^CD^c^+^d^−^* and *Obp50a^−^b^CD^c^−^d^−^* were not compared to estimate the transcriptional niche of *Obp50c* for reasons discussed below.) An FDR threshold of 0.05 was used to determine significance. We observed pronounced sexual dimorphism, with most effects on gene expression in males (fig. 3*A* and supplementary fig. S4, Supplementary Material online). 

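In the edgeR fit over both sexes, the 5 niches together held 6 DEGs in males and 740 in females. The mixed model called 344 DEGs in males and 9 in females. Each sex fitted alone with edgeR gave 354 in males and 75 in females. DESeq2, the alternative that raised the female number most, gave 303 and 1847. The common dispersion, which is the squared coefficient of variation between replicates, was 0.0776 for the male libraries alone, 0.141 for the female libraries alone and 0.104 for both. The difference between the sexes was also tested directly, as an interaction of sex and genotype in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This called 1 gene for Obp50Pos against Obp50Neg, 52 for Obp50a, 11 for Obp50b, 0 for Obp50c and 1 for Obp50d, where 824, 1430, 988, 662 and 1242 genes had an unadjusted p under 0.05. The lines that the sexes of a genotype share were not a term in this test. All female Obp50a libraries are in the second set and all Obp50Neg libraries in the first. Set and genotype therefore cannot be told apart for the 52 genes. From the larger number of DEGs in males in its mixed model, the paper concludes that the effects of the paralogs on gene expression are sexually dimorphic.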

There were only seven DEGs in all five female transcriptional niches combined, all of which were up-regulated in the presence of their respective paralogs. 

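Against Obp50Neg, the edgeR fit called 4 female DEGs in Obp50Pos, 297 in Obp50a, 177 in Obp50b, 212 in Obp50c and 129 in Obp50d. The share with higher expression in the presence of the paralog was 50% in Obp50Pos, 10.8% in Obp50a, 65.5% in Obp50b, 85.8% in Obp50c and 19.4% in Obp50d. DESeq2's size factors in place of TMM moved this share to 81.2% in Obp50b and 40% in Obp50d. Over the niches together it was 44.1% of 740 genes with TMM and 59.9% of 700 genes with DESeq2's size factors. In the Obp50d contrast the median log2 fold change of all genes was −0.19, so changes there are relative to that shift. Leaving out Obp50Neg replicate 6_S6 lowered the 740 genes to 291, and leaving out Obp50c replicate 64_S33 raised them to 1304. Adding the set of libraries as a term lowered the 297 Obp50a genes to 11, and fitting the females alone lowered them to 1. Set and genotype cannot be told apart for these genes. The edgeR fit does not model the lines from which the libraries come in pairs. With line as a random block, limma-voom called 1 female DEG in Obp50Pos, 1 in Obp50a, 3 in Obp50b, 1 in Obp50c and 8 in Obp50d, 13 genes together. Summing the counts of each line left 69 in Obp50a, 2 in Obp50b and 0 in Obp50c (837 with an unadjusted p under 0.05). The mixed model called 2 female DEGs in Obp50Pos, 0 in Obp50a (343 with an unadjusted p under 0.05), 1 in Obp50b, 2 in Obp50c and 4 in Obp50d, and 100% of them were higher than in Obp50Neg. These include all 7 genes of the paper's list in Supplementary data file 13.

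Among the 7, *CG1602* (FBgn0033186, 2R) rose from 18.6 ± 1.11 CPM (SD, n = 4) in Obp50Neg females to 39 ± 5.25 (SD, n = 2) in Obp50d females, a log2 fold change of 1.06 (standard error 0.226, adjusted p = 0.0184 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *lncRNA:CR45448* (FBgn0267004, 2L) rose from 1.52 ± 0.287 CPM to 28.2 ± 0.95 in the same contrast, by 4.21 on the log2 scale (standard error 0.441, adjusted p = 2.52e-08). *ppk29* (FBgn0034965, 2R) was at 6.92 ± 0.331 CPM in Obp50d and 3.84 ± 0.938 in Obp50Neg, which the edgeR fit did not separate (adjusted p = 0.284) and the mixed model did (adjusted p = 0.0285). *lncRNA:CR45223* (FBgn0266750, 3R) was at 12.5 ± 5.37 CPM (SD, n = 4) in Obp50c and 2.95 ± 0.903 (SD, n = 4) in Obp50Neg (adjusted p = 0.000149). *lncRNA:CR45608* (FBgn0267168, X), at 0.491 ± 0.299 CPM in Obp50b, had at most 2 counts in any Obp50Neg library, and *CG14265* (FBgn0040393, X) had 18 counts in the 1 Obp50Pos library and at most 2 in Obp50Neg. Neither passed the threshold in the edgeR fit (adjusted p = 0.0945 and 0.433). The lncRNA genes are uncertain where they overlap another gene.

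The largest changes of the edgeR fit were of another kind. *lncRNA:CR42790* (FBgn0261861, 3R) was at 1.02 ± 0.152 CPM (SD, n = 4) in Obp50a females and 548 ± 661 (SD, n = 4) in Obp50Neg females (adjusted p = 8.32e-05). The high Obp50Neg values were both from line 31, and the libraries of line 30 were at 1.655 and 1.55 CPM. *Cpr31A* (FBgn0053302, 2L) was at 407 ± 401 CPM in Obp50b, with 0.314 CPM in replicate 63_S43, and at 0.172 ± 0.0842 in Obp50Neg (adjusted p = 0.00495). *hydra* (FBgn0031128, X) was lower in Obp50c (0.355 ± 0.0997 CPM) than in Obp50Neg (13.4 ± 14.9), where line 31 was at 0.537 and 0.451 CPM and line 30 at 28.3 and 24.1. *hydra* was also lower in Obp50d (0.337 ± 0.104 CPM, adjusted p = 0.0144), as was *ppk10* (0.457 ± 0.0505 CPM, adjusted p = 0.0469), while *lncRNA:CR44952* (FBgn0266257, 3R) had 0 counts in Obp50d and up to 17 in Obp50Neg. *Acp53C14b* (FBgn0034153, 2R) had 0 counts in Obp50a and was at 11.2 CPM in Obp50Neg replicate 6_S6 and between 0.537 and 0.779 in the others. *Sfp87B* (FBgn0259975, 3R) had at most 3 counts in Obp50a and was at 31.4 CPM in 6_S6 and between 1.32 and 2.09 in the others. *asRNA:CR32252* (FBgn0052252, 3L) had 38 counts in Obp50c replicate 42_S14 and at most 4 in the other Obp50c libraries. In the 1 Obp50Pos library, *SmydA-3* (FBgn0262599, 2L) and *CG31347* (FBgn0051347, 3R) each had 1 count and *wuc* (FBgn0033770, 2R) had 15. In the Obp50Pos library that the paper left out, *SmydA-3* had 91 counts (3.00 CPM, compared with a mean of 3.60 in Obp50Neg), *CG31347* had 33 (1.09 CPM, compared with 1.17) and *wuc* had 10.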

The male transcriptional niches were larger, with *Obp50a–d* having the most coregulated transcripts (226, 92% upregulated), followed by *Obp50a* (114, 93% upregulated), *Obp50c* (88, 75% upregulated), *Obp50d* (21, 90% upregulated), and *Obp50b* (3, 100% upregulated).

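Against Obp50Neg males, the edgeR fit called 2 DEGs in Obp50Pos (1 higher and 1 lower), 0 in Obp50a, 0 in Obp50b, 3 in Obp50c (2 higher) and 2 in Obp50d (both higher). Genes with an unadjusted p under 0.05 numbered 1137, 1028, 940, 1102 and 456 in the same order. With the paper's mixed model, the numbers were 242 for Obp50Pos (91.3% higher), 103 for Obp50a (92.2%), 78 for Obp50c (73.1%), 20 for Obp50d (85%) and 1 for Obp50b (higher). edgeR on the males alone gave 95, 52, 222, 7 and 3, with 50.5%, 34.6%, 35.1%, 85.7% and 0% higher. These genes and those of the paper overlap in part. Of the paper's lists, the mixed model shared 225 of 226 genes for Obp50Pos, 101 of 114 for Obp50a, 76 of 88 for Obp50c, 19 of 21 for Obp50d and 1 of 3 for Obp50b, and the fit of males alone shared 36, 11, 20, 1 and 0. DESeq2 shared 3, 4, 2, 1 and 1 in the same order. In the edgeR fit, 207 of the 226 Obp50Pos genes and 106 of the 114 Obp50a genes of the paper had a higher mean than in Obp50Neg, with a median log2 fold change of 0.74 and 0.56. The paper chose these lists on the same libraries, so their direction here is not independent evidence.

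Leaving out Obp50b replicate 35_S27 raised the Obp50b niche from 0 to 139 DEGs, and leaving out Obp50c replicate 61_S22 raised that of Obp50c to 85, while leaving out Obp50Neg replicate 4_S4 lowered it to 1. Yolk protein transcripts were at 23.64 unscaled CPM in 35_S27, but at 1006, 1506 and 832.7 in the Obp50b libraries that remain without it. They were at 1342 in 61_S22. RNA from female flies may be a source of these transcripts, and whether it changed the numbers of DEGs was not tested. Leaving out Obp50Neg replicate 3_S3 lowered Obp50Pos to 1. *stet* (FBgn0020248, 3L) was at 47.3 ± 9.37 CPM (SD, n = 2) in Obp50Pos, 69.7 ± 5.61 (SD, n = 2) in Obp50d and 7.7 ± 5.18 (SD, n = 4) in Obp50Neg. Its log2 fold change was 2.62 in Obp50Pos (standard error 0.499, adjusted p = 0.0339) and 3.18 in Obp50d (standard error 0.502, adjusted p = 0.000919). *CR18275* (FBgn0029523, X), the other Obp50Pos DEG, had 0 counts in both Obp50Pos libraries and 0.939 ± 0.151 CPM (SD, n = 4) in Obp50Neg. *CG2187* (FBgn0017448, 3R) was at 23.9 ± 12.5 CPM (SD, n = 4) in Obp50c and 3.83 ± 0.199 in Obp50Neg, a log2 fold change of 2.64 (standard error 0.325, adjusted p = 4.99e-06). *Drsl5* (FBgn0035434, 3L) fell from 85.6 ± 18.5 to 36 ± 8.03 CPM in Obp50c (adjusted p = 0.0162). *Tif-IA* (FBgn0032988), the third Obp50c gene, rose by 2.39 on the log2 scale (adjusted p = 0.0441).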

**Fig. 3.**
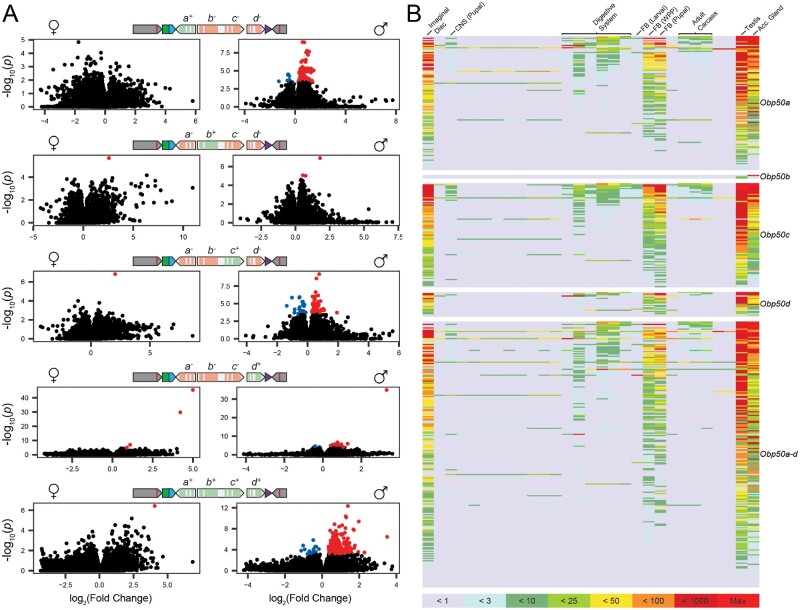
*Obp50a–d* paralogs selectively up-regulate male transcripts expressed in reproductive and metabolic tissues. (*A*) Volcano plots of female (left) and male (right) contrasts between select genotypes (indicated by the schematic chromosomes) and the *Obp50a^−^b^−^c^−^d^−^* genotype in which all paralogs have been inactivated. Black dots represent genes which did not pass the FDR threshold of 0.05; blue and red dots represent genes which were significantly down- and up-regulated in the presence of the functional paralog(s), respectively, collectively comprising the corresponding paralog(s)’ “transcriptional niche.” (*B*) Tissue expression heatmaps constructed from modENCODE RNAseq data of male differentially expressed genes from panel (*A*). The corresponding transcriptional niche for each heatmap is indicated on its right. Colors correspond to the read count bins in the key below.

Based on MODEncode data, genes belonging to transcriptional niches of *Obp50* paralogs in males were enriched for expression in the testes, accessory glands, imaginal disc, and pupal and prepupal fat body, with some notable expression in the digestive system (fig. 3*B* and supplementary data file 12, Supplementary Material online). Since this pattern mirrors the reported expression of the *Obp50a–d* paralogs themselves (supplementary data file 3, Supplementary Material online), these observations confirm that promoters and regulatory regions were not disrupted.

We next assessed the effect of the *Obp50b^CD^* allele (supplementary fig. S4*B*, Supplementary Material online). 

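Between Obp50NegBCD and Obp50Neg, the edgeR fit called 0 DEGs in males (381 with an unadjusted p under 0.05) and 16 in females, and the mixed model called 1 in males and 0 in females (1240 with an unadjusted p under 0.05). *ppk10* (FBgn0065110, 2L) was at 0.565 ± 0.25 CPM (SD, n = 4) in Obp50NegBCD females and 85.1 ± 77.4 (SD, n = 4) in Obp50Neg females, where it spanned 14.4 to 171 CPM (adjusted p = 0.00593). *CG5265* (FBgn0038486, 3R) was at 0.291 ± 0.0913 and 2.48 ± 0.431 CPM (adjusted p = 3.03e-07), and *lncRNA:CR43978* (FBgn0264709, 3L) at 0.453 ± 0.257 and 2.59 ± 0.706 CPM (adjusted p = 0.00108).

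Between Obp50b and Obp50NegBCD, the edgeR fit called 4 DEGs in males, 75% of them higher in Obp50b, and 2266 in females, 42.8% higher. DESeq2's size factors moved these to 21 genes with 52.4% higher and 1899 with 61.1% higher. In the mixed model the DEGs numbered 134 in males (53% higher) and 44 in females (15.9% higher). Leaving out Obp50NegBCD replicate 21_S38 left 0 male DEGs, and leaving out Obp50NegBCD replicate 24_S41 raised them to 79. In females, the number fell to 793 without Obp50NegBCD replicate 18_S10 and rose to 3761 without Obp50b replicate 34_S26. Summing the counts of each line left 0 male DEGs (712 with an unadjusted p under 0.05) and 47 female DEGs, 68.1% of them higher in Obp50b. *Prat2* (FBgn0041194, 3L) was at 72.2 ± 2.79 CPM (SD, n = 4) in Obp50b males and 136 ± 31.3 (SD, n = 4) in Obp50NegBCD males. Its log2 fold change was −0.92 (standard error 0.182, adjusted p = 0.0423 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CG17612* (FBgn0031597, 2L) was at 59.3 ± 27.1 and 18.5 ± 2.81 CPM, and every Obp50b library was above every Obp50NegBCD library. In females, *CG34290* (FBgn0085319, 3R) was at 231 ± 302 CPM in Obp50b and 0.578 ± 0.206 in Obp50NegBCD (adjusted p = 0.0016). *CG15375* (FBgn0029694, X) was at 171 ± 200 and 0.276 ± 0.0806 CPM (adjusted p = 0.000566). The Obp50b libraries ranged from 49.1 to 681 CPM for *CG34290* and from 30.8 to 468 CPM for *CG15375*. *lncRNA:CR46076* (FBgn0267745, 3R) had between 93 and 787 counts in Obp50b and at most 2 in Obp50NegBCD.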

Although both *Obp50a^−^b^+^c^−^d^−^* and *Obp50a^−^b^CD^c^−^d^−^* had minimal effects compared with *Obp50a^−^b^−^c^−^d^−^* (supplementary fig. S4*B* top, middle, Supplementary Material online), a comparison between them revealed 47 DEGs in females and 141 in males (15% and 59% of which were upregulated in *Obp50a^−^b^+^c^−^d^−^*, respectively; supplementary fig. S4*B* bottom, Supplementary Material online). This indicated that the point mutations introduced in *Obp50b^CD^* result in changes in the gene’s transcriptional niche. We therefore deem the comparison between the *Obp50a^−^b^−^c^+^d^−^* and *Obp50a^−^b^−^c^−^d^−^* genotypes to be a better estimate of the function of *Obp50c* than the comparison between *Obp50a^−^b^CD^c^+^d^−^* and *Obp50a^−^b^CD^c^−^d^−^*.

We also examined the differences between the transcriptional niches of *Obp50b^CD^* and *Obp50c* (supplementary fig. S4*C*, Supplementary Material online). *Obp50b^CD^* reduced by half the number of DEGs attributable to *Obp50c* in males (from 88 to 44) and shifted the percent of up-regulated genes in the presence of *Obp50c* from 75% to 14% (supplementary fig. S4*C* top right, middle right, Supplementary Material online). This implies that the magnitude and direction of the effects of *Obp50c* depend on *Obp50b^CD^*. Moreover, the effect of *Obp50b^CD^* in males depends on an intact *Obp50c*, as many more DEGs are attributable to its function when an intact *Obp50c* is present (234, 12% of which were upregulated; supplementary fig. S4*C* bottom right, Supplementary Material online) compared with a dysfunctional allele (1, which was upregulated; supplementary fig. S4*B* middle right, Supplementary Material online). This evidence of an active effect of the *Obp50b^CD^* allele on the transcriptome further justifies our decision not to use *Obp50b^CD^* as a proxy for an inactive *Obp50b*. 

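Between Obp50cBCD and Obp50NegBCD males, the edgeR fit called 263 DEGs, 93.2% of them higher in the presence of *Obp50c*, and the mixed model called 45, 13.3% higher. Leaving out Obp50cBCD replicate J3_S53 lowered the 263 to 1, and leaving out Obp50cBCD replicate 27_S44 raised them to 680. The largest change was of *CG34290* (FBgn0085319, 3R from 24288553 to 24289818). It was at 1.31 and 1.43 CPM in the Obp50cBCD libraries of line 21, at 134 and 346 CPM in those of line 5, and at 0.915 ± 0.137 (SD, n = 4) in Obp50NegBCD. *CG42876* (FBgn0262150, 2L) was at 2.29 and 13.5 CPM in line 21, 59.3 and 188 CPM in line 5, and 0.812 ± 0.207 CPM (SD, n = 4) in Obp50NegBCD, a log2 fold change of 6.33 (standard error 1.07, adjusted p = 0.00192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gr36c* (FBgn0045485, 2L) had at most 2 counts in any Obp50NegBCD library and up to 205 in Obp50cBCD. Both line 21 libraries are in the first set, and those of line 5 are in the second and redo sets. With the set of libraries as a term in the fit, 0 DEGs were called (934 with an unadjusted p under 0.05).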

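Between Obp50cBCD and Obp50c males, the edgeR fit called 46 DEGs, 52.2% of them higher in Obp50cBCD, where 1678 genes had an unadjusted p under 0.05. The mixed model called 213, 13.6% higher in Obp50cBCD. Without Obp50cBCD replicate J3_S53 the edgeR number was 3, and without Obp50c replicate 62_S23 it was 97. With line as a random block, limma-voom called 4. Summing the counts of each line left 0 (693 with an unadjusted p under 0.05). The set of libraries as a term left 23, 13% of them higher in Obp50cBCD. *CG4936* (FBgn0038768, 3R) was at 71.5 ± 93.8 CPM (SD, n = 4) in Obp50cBCD and 8.56 ± 0.724 (SD, n = 4) in Obp50c, a log2 fold change of 3.06 (standard error 0.445, adjusted p = 0.000153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its Obp50cBCD libraries of line 21 were at 10.5 and 10.7 CPM, and those of line 5 at 56.4 and 208.5 CPM. *narya* (FBgn0031018, X) was at 23.6 ± 13.2 CPM in Obp50cBCD and 296 ± 264 in Obp50c, where line 24 was at 557 and 489.7 CPM and line 6 at 77.2 and 61.7 (adjusted p = 0.0106). *lncRNA:CR44707* (FBgn0265918, X) had at most 39 counts in Obp50cBCD and 2 in Obp50c. From the larger number of DEGs attributable to *Obp50b CD* beside an intact *Obp50c* than without it, the paper concludes that the effect of *Obp50b CD* in males depends on an intact *Obp50c*.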

In females, however, the effects of *Obp50b^CD^* and *Obp50c* could not be compared due to the almost complete lack of DEGs in any of these contrasts (supplementary fig. S4*B* middle left and S4*C* left, Supplementary Material online).

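In females, the 4 contrasts among Obp50Neg, Obp50NegBCD, Obp50c and Obp50cBCD together held 314 DEGs in the edgeR fit, 487 with DESeq2's size factors, 14 with the females fitted alone, 5 with line as a random block in limma-voom and 12 with the counts of each line summed. There were 2 in the mixed model. The edgeR fit called 144 genes between Obp50cBCD and Obp50c (16.7% higher in Obp50cBCD) and 45 between Obp50cBCD and Obp50NegBCD (28.9% higher). The 314 fell to 94 without Obp50c replicate 41_S13 and rose to 1234 without Obp50c replicate 64_S33. *ms(3)76Cc* (FBgn0036895, 3L) was at 58.4 and 67.6 CPM in the Obp50cBCD libraries of line 21 and 1.90 CPM in the library of line 5, against 0.786 ± 0.201 (SD, n = 4) in Obp50NegBCD (adjusted p = 9.61e-07) and 0.785 ± 0.409 (SD, n = 4) in Obp50c (adjusted p = 1.8e-06, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *CG13359* (FBgn0025616, X) was at 667 and 673.5 CPM in the Obp50c libraries of line 24 and at 4.18 and 5.26 CPM in those of line 6, against 2.41 ± 0.518 (SD, n = 3) in Obp50cBCD (adjusted p = 0.0376). *lncRNA:CR44940* (FBgn0266245, 3R) had 0 counts in the 3 Obp50cBCD libraries and up to 745 in Obp50c. *lncRNA:CR45216* (FBgn0266743, 3R) was at 103 CPM in Obp50cBCD replicate 58_S48 and at most 0.112 in the other Obp50cBCD libraries used. *Acp53C14b* was at 0.387 ± 0.283 CPM in Obp50cBCD and 8.84 ± 9.82 in Obp50NegBCD (adjusted p = 0.0319), where replicates 17_S9 and 20_S37 were at 20.8 and 13.0 CPM and the other pair at 0.856 and 0.715.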

### Analysis of Transcriptional Niches Reveals Functional Redundancy, Diversification, and Epistasis among Paralogs

We quantified the extent of redundancy versus diversification among the *Obp50a–d* paralogs by testing for a difference in expression between the *Obp50a^+^b^−^c^−^d^−^*, *Obp50a^−^b^+^c^−^d^−^*, *Obp50a^−^b^−^c^+^d^−^*, and *Obp50a^−^b^−^c^−^d^+^* genotypes for each of the genes which belonged to at least one of the five transcriptional niches. Overlapping effects of paralogs on their respective transcriptional niches reflects redundancy, whereas distinct transcriptional niches is considered indicative of diversification. We assessed differences in the expression of transcripts between the *Obp50a^+^b^−^c^−^d^−^*, *Obp50a^−^b^+^c^−^d^−^*, *Obp50a^−^b^−^c^+^d^−^*, and *Obp50a^−^b^−^c^−^d^+^* genotypes (fig. 4 and supplementary fig. S5 and data file 14, Supplementary Material online), separately by sex. We used an FDR cutoff of 0.05 to define genes on which the *Obp50a–d* paralogs had redundant (FDR ≥ 0.05) or functionally diverse (FDR* *< 0.05) effects.

**Fig. 4.**
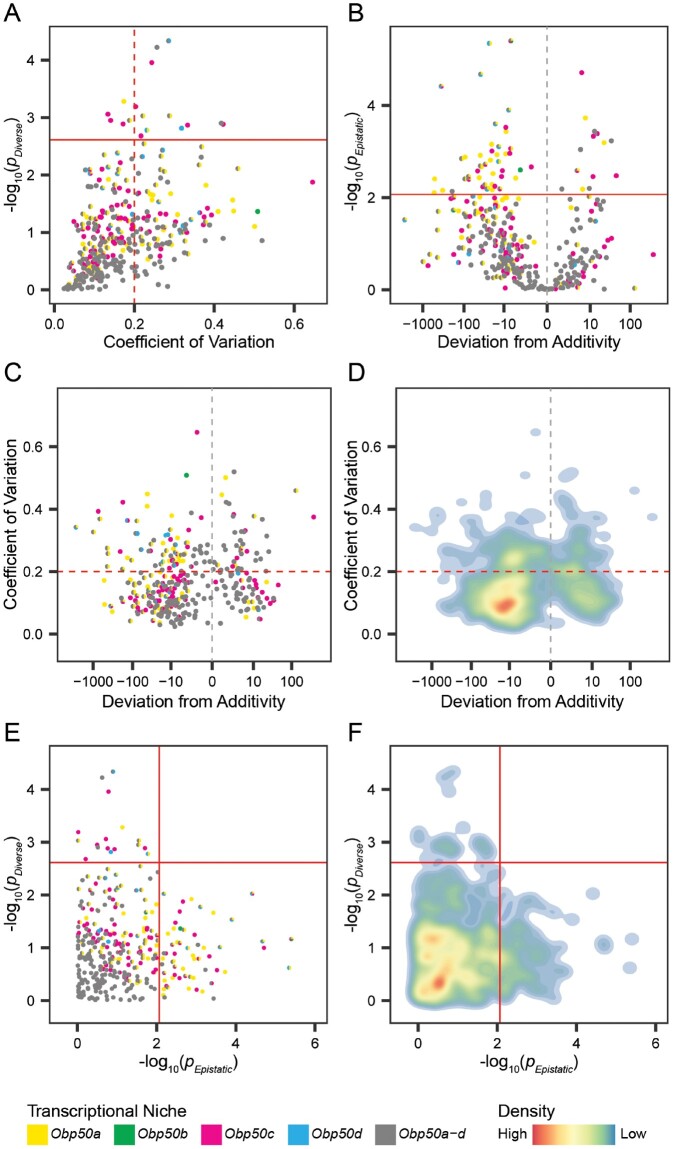
Male transcriptional niches of *Obp50a–d* paralogs demonstrate considerable redundancy and additivity. (*A*) Plot of each gene’s −log_10_(*P*) in the test for functional diversification (ANOVA model $Y=\mathrm{Genotype}+\mathrm{Line}\left(\mathrm{Genotype}\right)+\;\varepsilon$ of the *Obp50a^+^b^−^c^−^d^−^*, *Obp50a^−^b^+^c^−^d^−^*, *Obp50a^−^b^−^c^+^d^−^*, and *Obp50a^−^b^−^c^−^d^+^* genotypes, in which Y is observed expression), versus the coefficient of variation between the least squares means of these genotypes’ expression. Larger values of −log_10_(*P*) indicate increasingly significant diversification. (*B*) Plot of each gene’s −log_10_(*P*) versus estimate in the test for epistasis (see Materials and Methods). Larger values of −log_10_(*P*) indicate increasingly significant epistasis. (*C*) Plot of coefficient of variation from (*A*) versus the epistasis estimate from (*B*). (*D*) Density plot of (*C*). (*E*) Plot of −log_10_(*P*) from (*A*) versus −log_10_(*P*) from (*B*). (*F*) Density plot of (*E*). The solid red line indicates FDR* *=* *0.05. The dashed red line indicates a coefficient of variation of 0.2, and the dashed gray line indicates a deviation from additivity of 0. For clarity, the extreme outlier *CG13177*, belonging to the *Obp50d* transcriptional niche, is not shown (for all genes and both sexes see supplementary fig. S5, Supplementary Material online).

To address the possibility that the effects of the paralogs could appear redundant merely due to low statistical power, we sought to quantify the variance between the effects of the four paralogs on the expression of each gene, with lower variance between their effects corresponding to greater functional redundancy. For each of these transcriptional niche genes we calculated the coefficient of variation (CoV) of the least squares means of the four genotypes used in the test for functional diversification, with CoV being defined as the ratio of the standard deviation to the mean.

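The paralogs had divergent effects, by a joint edgeR test of the Obp50a, Obp50b, Obp50c and Obp50d means, on 5 of the 6 male niche genes of the edgeR fit and on 586 of its 740 female niche genes. The remaining 1 male gene (16.7%) and 154 female genes (20.8%) were redundant at an FDR of 0.05. Adjusted over all genes tested, 5 of the 6 male genes and 428 of the 740 female genes were divergent. These niche genes were chosen in the same fit by differences from Obp50Neg that include those of the same 4 means. Their divergent share is therefore not independent evidence. With the mixed model and its own niche genes, 324 of 344 male genes (94.2%) and 3 of 9 female genes (33.3%) were redundant. On the niche genes of Supplementary data file 13, the edgeR test called 1 of 344 male genes divergent when adjusted over the list alone and 1 when adjusted over all genes tested, and 29 had an unadjusted p under 0.05. For the 7 female genes of that list the numbers were 5 and 5. The lists were chosen on the same libraries, so they are not independent evidence.

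The CoV of the 4 genotype means was under 0.2 for 225 of the 344 male genes of Supplementary data file 13 (65.4%), for 0 of the 6 genes of the edgeR fit and for 184 of the 354 genes of the fit of males alone (52%). Among all 15675 genes tested, 10711 (68.3%) had a CoV under 0.2. On the paper's list, the share was 24.1% at a threshold of 0.1 and 88.4% at 0.3.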

The paralogs had redundant effects on the vast majority (326, 95%) of the 344 male transcriptional niche genes, and 224 (65%) had a CoV* *<* *0.2 (fig. 4*A* and supplementary fig. S5*A* right, Supplementary Material online); in females, these values were 1/7 (14%) and 0/7, respectively (supplementary fig. S5*A* left, Supplementary Material online). 

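*CG13177* (FBgn0040759) lies on chromosome 2R from 12163675 to 12164896, 2205435 bp from *Obp50a*. In males it was at 63.6 ± 0.233 CPM (SD, n = 2) in Obp50d and 6.51 ± 0.535 (SD, n = 4) in Obp50Neg, a log2 fold change of 3.29 (standard error 0.294, adjusted p = 3.74e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females it was at 115 ± 11.7 CPM (SD, n = 2) in Obp50d and 3.61 ± 1.37 (SD, n = 4) in Obp50Neg, a log2 fold change of 4.99 (standard error 0.311, adjusted p = 1.22e-15). Both differences exceeded the spread between replicates and passed the threshold under every alternative that gave a value. All Obp50d libraries come from line 7, so genotype and line cannot be told apart for this gene.

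**Figure D1:**
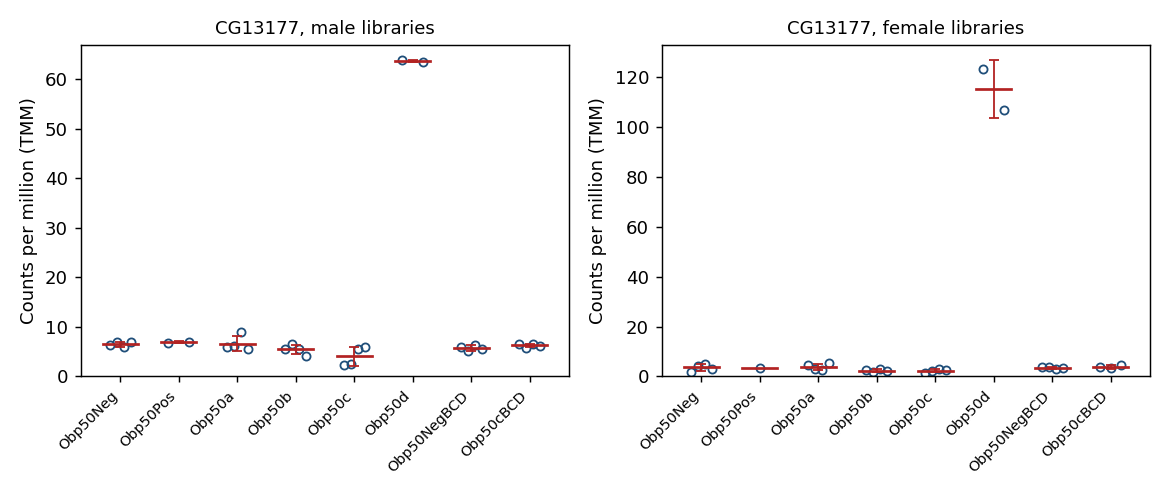
CPM of *CG13177* per library, males on the left and females on the right, by genotype. Circles are libraries, the red line is the mean and the bar is the SD. The Obp50d libraries lie above all other libraries in both sexes.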

*CG13177* is the extreme outlier in the *Obp50d* transcriptional niche of both females and males and is the only gene common to a transcriptional niche in both sexes. In males, its CoV was 1.47, more than twice that of the next nearest gene, and in females it had the highest CoV, as well as the most significant *P* value. 

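Over the GeTMM means of the 4 single-paralog genotypes, the CoV of *CG13177* was 1.47 in males and 1.82 in females. The next male gene of Supplementary data file 13 was *CG14565*, with a CoV of 0.644. The joint edgeR test of divergence gave *CG13177* an adjusted p of 8.28e-15 in males and 7.88e-22 in females, over all genes tested. In the mixed model the adjusted p of divergence over all genes was 0.151 in males and 4.91e-09 in females.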

*CG13177* encodes a transcript of unknown function expressed in the digestive system. A BLASTn search (Zhang et al. 2000) reveals alignment of *CG13177* with predicted neuropeptide-like proteins 30 and 31 in related *Drosophila* species (supplementary data file 15, Supplementary Material online).

Transcriptional niche genes for which the paralogs had epistatic effects were defined as noted above: the effect of the full *Obp50a–d* cluster deviated significantly (FDR* *<* *0.05) from the sum of the effects of the individual paralogs (supplementary data file 14, Supplementary Material online). This was estimated separately for each transcriptional niche gene by comparing the difference between the expression of the *Obp50a^+^b^+^c^+^d^+^* and *Obp50a^−^b^−^c^−^d^−^* genotypes to the sum of the differences between the expression of *Obp50a^−^b^−^c^−^d^−^* and each of the *Obp50a^+^b^−^c^−^d^−^*, *Obp50a^−^b^+^c^−^d^−^*, *Obp50a^−^b^−^c^+^d^−^*, and *Obp50a^−^b^−^c^−^d^+^* genotypes. We divided epistasis into “enhancing” and “suppressing” categories, enhancing when the effect of the complete intact cluster was greater than the sum of the effects of the individual paralogs, and suppressing when the effects of individual paralogs exceeded that of the full cluster. 

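Epistasis was tested as the contrast of the Obp50Pos effect with the sum of the Obp50a, Obp50b, Obp50c and Obp50d effects, each against Obp50Neg. In edgeR these effects are on the log2 scale, while the mixed model, like the paper, takes them on the linear scale. Effects that add on 1 scale need not add on the other, so the counts of the 2 tests are not of the same quantity. In males, the edgeR test adjusted over the niche genes called all 6 niche genes of its fit, 1 enhancing and 5 suppressing, and 0 of them passed when adjusted over all genes tested. The mixed model called 42 of its 344 niche genes (12.2%), 13 enhancing and 29 suppressing. With the list of Supplementary data file 13, the mixed model called 50 of 344 (14.5%), 14 enhancing and 36 suppressing. Adjusted over all genes tested, 3 genes passed in the mixed model with either list. The edgeR test called 0 genes of that list adjusted over the list alone and 0 adjusted over all genes tested, where 7 had an unadjusted p under 0.05. edgeR on the males alone called 127 of its 354 niche genes, and 2 when adjusted over all genes tested. The epistasis contrast sums 5 effects, and its standard error is larger than that of any of them.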

The *Obp50a–d* paralogs had epistatic effects on 61 (18%) of the 344 male transcriptional niche genes, 14 (23%) of which were enhancing and 47 (77%) were suppressing (fig. 4*B* and supplementary fig. S5*B* right, Supplementary Material online). 

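In females, the edgeR test called 423 of 740 niche genes epistatic (57.2%) when adjusted over the niche genes and 37 when adjusted over all genes tested. Of the 423, 276 were enhancing and 147 suppressing, and DESeq2's size factors changed this to 194 and 212 of 406. The mixed model called 7 of its 9 niche genes (77.8%), 2 enhancing and 5 suppressing. On the 7 genes of Supplementary data file 13, the edgeR test called 2, both suppressing, adjusted over the list alone and 1 over all genes tested, and the mixed model called 5. The Obp50Pos term of this contrast rests on 1 library.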

Epistatic effects were detected in 5/7 (71%) of female transcriptional niche genes, all but one of which (80%) were suppressing (supplementary fig. S5*B* left, Supplementary Material online). 

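For *CG13177*, the effect of the intact cluster fell below the sum of the single-paralog effects by 2.30 on the log2 scale in males and by 3.92 in females. The adjusted p over all genes tested was 0.383 in males and 0.0293 in females, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On the scale of GeTMM values, the mixed model gave −80.2 in males (adjusted p = 1.31e-15) and −166 in females (adjusted p = 5.86e-26). Its male p value ranked 1 among the 344 genes of Supplementary data file 13 in the mixed model and 2 in the edgeR test.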

*CG13177* was an extreme outlier in this regard as well in both females and males.

To examine the relationship between the redundancy/diversification and additivity/epistasis axes, we plotted the estimates of their effect sizes (i.e., CoV and deviation from additivity, respectively; fig. 4*C* and *D*; supplementary fig. S5*C*, Supplementary Material online) against their statistical significance (fig. 4*E* and *F*; supplementary fig. S5*D* and data file 14, Supplementary Material online). In males, the approximately symmetrical distribution of CoV (fig. 4*C* and *D*) indicated that there was no clear dependence of CoV on the direction of epistasis. 

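With the mixed model, 283 of its 344 male niche genes (82.3%) were both redundant and additive, and with the list of Supplementary data file 13 the number was 277 (80.5%). Of the 6 male niche genes of the edgeR fit, 0 were redundant and additive. On the paper's list the edgeR test left 343 of 344 genes (99.7%) in this class, and the fit of males alone 53 of its 354 (15%). A gene enters this class when neither test passes its threshold, so its size depends on the power of both. From the size of this class, the paper concludes that most effects of the paralogs in males were redundant and additive.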

Most of the effects of the paralogs in males were both redundant and additive, accounting for 266 (77%) of the 344 transcriptional niche genes, with −log_10_(*P*) values concentrated in the areas of high redundancy and additivity, well below the statistical significance threshold (fig. 4*E* and *F*; supplementary fig. S5*D*, Supplementary Material online). Of note is the extent to which the areas of maximal redundancy and additivity are enriched for the *Obp50a–d* transcriptional niche genes (bottom left corner of fig. 4*E*), consistent with their disproportionate occupation of areas of low CoV and small deviations from additivity (fig. 4*C*). 

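In the mixed model, 41 male niche genes were redundant and epistatic, 19 were divergent and additive, and 1 (*CG13177*) was divergent and epistatic. The edgeR fit placed 1 of its male niche genes in the first class, 0 in the second and 5 in the third, which were *stet*, *Tif-IA*, *Drsl5*, *CG2187* and *CG13177*. edgeR on the males alone gave 42, 174 and 85 genes.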

The remaining male effects were almost all either redundant and epistatic (60/344, 17%) or additive and divergent (17/344, 5%). The sole gene on which the paralogs exerted both divergent and epistatic effects was *CG13177* (supplementary fig. S5*C* and *D* right, Supplementary Material online). This pattern is reversed in females, with the paralogs not having redundant and additive effects on any genes, redundant and epistatic effects on a single gene (14%), divergent and additive effects on 2/7 (29%) genes, and divergent and epistatic effects on 4/7 (57%) genes (supplementary fig. S5*D* left, Supplementary Material online).

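Of the 740 female niche genes of the edgeR fit, 36 were redundant and additive, 118 redundant and epistatic, 281 divergent and additive, and 305 divergent and epistatic. The fit of all 56 libraries, with both female Obp50Pos libraries, changed the first class most, to 171 of 797 genes. The mixed model placed 0, 3, 2 and 4 of its 9 female niche genes in these classes, and the divergent and epistatic genes were *CG1602*, *CG13177*, *ppk29* and *lncRNA:CR45448*. On the 7 genes of Supplementary data file 13, the edgeR test gave 2, 0, 3 and 2.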

We constructed coexpression networks for the *Obp50a*, *Obp50c*, and *Obp50d* male transcriptional niche genes separately (fig. 5*A–*C; *Obp50b* had too few genes in its niche for construction of an independent network), as well as for all transcriptional niche genes together (fig. 5*D* and supplementary data files 16 and 17, Supplementary Material online). Consistent with previous results, most genes in the networks were up-regulated in the presence of at least one intact paralog (see fig. 3). 

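Of the 344 male niche genes of the mixed model, 302 (87.8%) were higher than in Obp50Neg in at least 1 niche, while in the fit of males alone the number was 139 of 354 (39.3%). The network of all niche genes was rebuilt from biweight midcorrelations of the male GeTMM values over 20 libraries, with the paper's soft threshold power and edge threshold and its genes of Supplementary data file 13. It held 73 nodes and 151 edges, of which 139 (92.1%) were positive. After each genotype's mean was subtracted from its libraries, 0 nodes remained at the same threshold, so these edges rest on differences between genotype means. With Pearson's correlation the network held 69 nodes. These correlations are across libraries and the niche genes were chosen on the same libraries.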

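In the mixed model, 83 male genes belonged to more than 1 niche, and 79 of them changed in the same direction in each. In the fit of males alone the numbers were 22 and 22. Every niche is compared with the same Obp50Neg libraries, which by itself gives shared directions. In the fit of males alone, the log2 fold changes of Obp50a and Obp50b correlated across genes with r = 0.61, and those of Obp50Pos and Obp50a with r = 0.0858. The level that the shared controls give without any effect was not determined, and genes are not independent replicates, so these correlations are descriptions of the libraries. Yolk protein transcripts were at 1711 unscaled CPM in Obp50a replicate 49_S29 and at 1006, 1506 and 832.7 in Obp50b replicates 36_S28, 59_S21 and J1_S51. They were at 12.31 and 18.64 in Obp50Pos. Whether RNA from female flies contributed to the correlations was not tested.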

Of the genes common to more than one transcriptional niche, virtually all agreed in their direction; accordingly, most correlations between genes were positive.

**Fig. 5.**
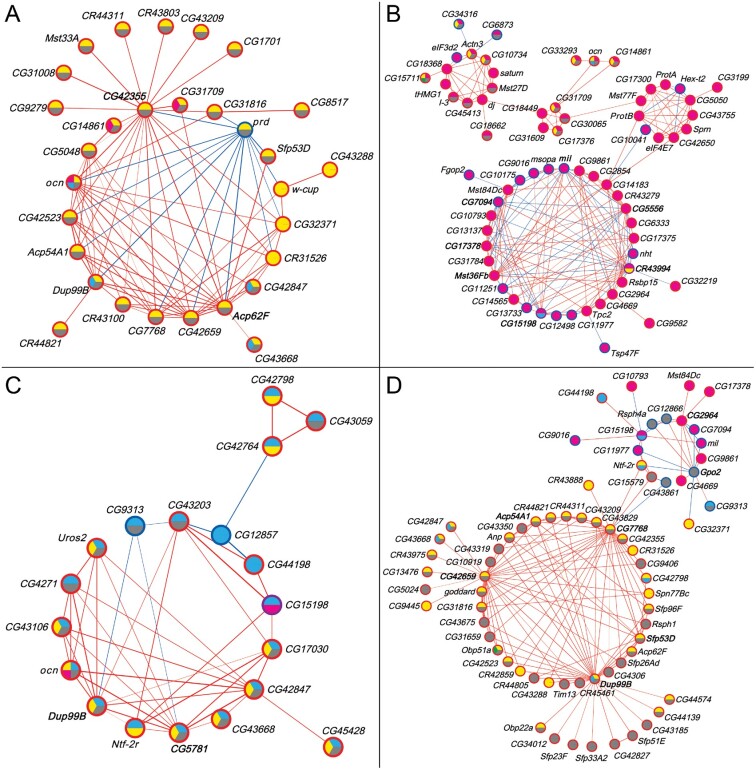
Coexpression networks of male *Obp50a* (*A*), *Obp50c* (*B*), *Obp50d* (*C*), and *Obp50a*, -*b*, -*c*, -*d*, and *Obp50a–d* (*D*) transcriptional niches (see fig. 3). Node fill color indicates membership in the corresponding transcriptional niche (see fig. 4). Node border color indicates whether the gene is up- (red) or down- (blue) regulated compared with *Obp50a^−^b^−^c^−^d^−^* in the niche(s) to which it belongs; purple indicates that the gene is up-regulated in one and down-regulated in another. Edge color indicates positive (red) or negative (blue) correlation between genes, with the strength of the correlation proportional to the edge width. Gene labels of nodes with the most edges (top 10%) are bolded. See also supplementary table S4, Supplementary Material online, which summarizes the number of genes common to all networks (redundancy), as well as the number of genes that are specific to each paralog network (diversification).

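In the rebuilt networks, the *Obp50a* network held 21 nodes joined by 44 edges over 10 libraries, and 19 of them (90.5%) were in the *Obp50a–d* niche of Supplementary data file 13. The *Obp50d* network held 19 nodes joined by 45 edges over 8 libraries, and 13 (68.4%) were in that niche. With Pearson's correlation, the *Obp50a* network shrank to 5 nodes, all in the *Obp50a–d* niche. Among DEGs of the mixed model, 63 of the 103 Obp50a genes and 13 of the 20 Obp50d genes were also called in Obp50Pos. In the fit of males alone, 11 of 52 and 2 of 7 were shared.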

There is substantial overlap between the *Obp50a–d* niche and that of *Obp50a* (26/30, 87%) and *Obp50d* (13/19, 68%) in the respective networks (fig. 5*A* and *C*), consistent with the finding of extensive redundancy and additivity between these paralogs (see fig. 4). This is in contrast to *Obp50c*, whose overlap with *Obp50a–d* was less extensive (15/68, 22%) and unevenly distributed within its network (fig. 5*B*). This uneven distribution of overlap is suggestive of subnetworks with discrete levels of redundancy and diversification. 

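The *Obp50c* network held 66 nodes joined by 170 edges over 10 libraries, 127 of them positive (74.7%), and 15 nodes (22.7%) were in the *Obp50a–d* niche. Among DEGs of the mixed model, 19 of the 78 Obp50c genes were also called in Obp50Pos, 16 of them in the same direction. In the fit of males alone, 4 of 222 were shared. The log2 fold changes of Obp50Pos and Obp50c had a correlation across genes of −0.0499.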

The uniqueness of *Obp50c* can be clearly seen in the full network (fig. 5*D*), in which all *Obp50c* transcriptional niche genes are confined to a single region.

Concordant with the tissue expression and gene ontology results (see fig. 3*B*), the networks consisted of accessory proteins, seminal fluid proteins, male-specific transcripts, and other genes with known functions in male reproduction. Accordingly, notable hub genes, defined as being in the top 10% of network genes with the most significant correlations (*i.e*., edges), are all expressed in the male accessory gland or testes, including *Acp62F* (fig. 5*A*), *Mst36Fb* (fig. 5*B*), *Dup99B* (fig. 5*C* and *D*), and *Gpo2* (fig. 5*C*).

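In the rebuilt networks, *Mst36Fb* (FBgn0261349, 2L) was among the 10% of nodes with the most edges in the *Obp50c* network, *Dup99B* (FBgn0250832, 3R) in the *Obp50d* and full networks, and *Gpo2* (FBgn0033190, 2R) in the full network. *Acp62F* (FBgn0020509, 3L) was a node but not a hub of the *Obp50a* network, and *Gpo2* was not a node of the *Obp50d* network. In males, *Acp62F* was at 332 ± 14 CPM (SD, n = 4) in Obp50a and 182 ± 20.2 (SD, n = 4) in Obp50Neg. Its log2 fold change was 0.87 (standard error 0.362), with an adjusted p of 0.635 in the edgeR fit and 0.00802 in the mixed model. *Mst36Fb* was at 35.3 ± 2.55 CPM in Obp50c and 25.1 ± 3.71 in Obp50Neg (adjusted p = 0.678 and 0.0281 in the same order). *Dup99B* was at 1273 ± 111 CPM (SD, n = 2) in Obp50Pos, 1099 ± 10.5 (SD, n = 2) in Obp50d and 626 ± 133 (SD, n = 4) in Obp50Neg (adjusted p = 0.861 and 0.00616 for Obp50Pos, and 0.9998 and 0.13 for Obp50d). *Gpo2* was lower in Obp50Pos (38.6 ± 1.35 CPM) than in Obp50Neg (51.7 ± 4.72), with an adjusted p of 0.82 in the edgeR fit and 0.0374 in the mixed model.

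**Figure D2:**
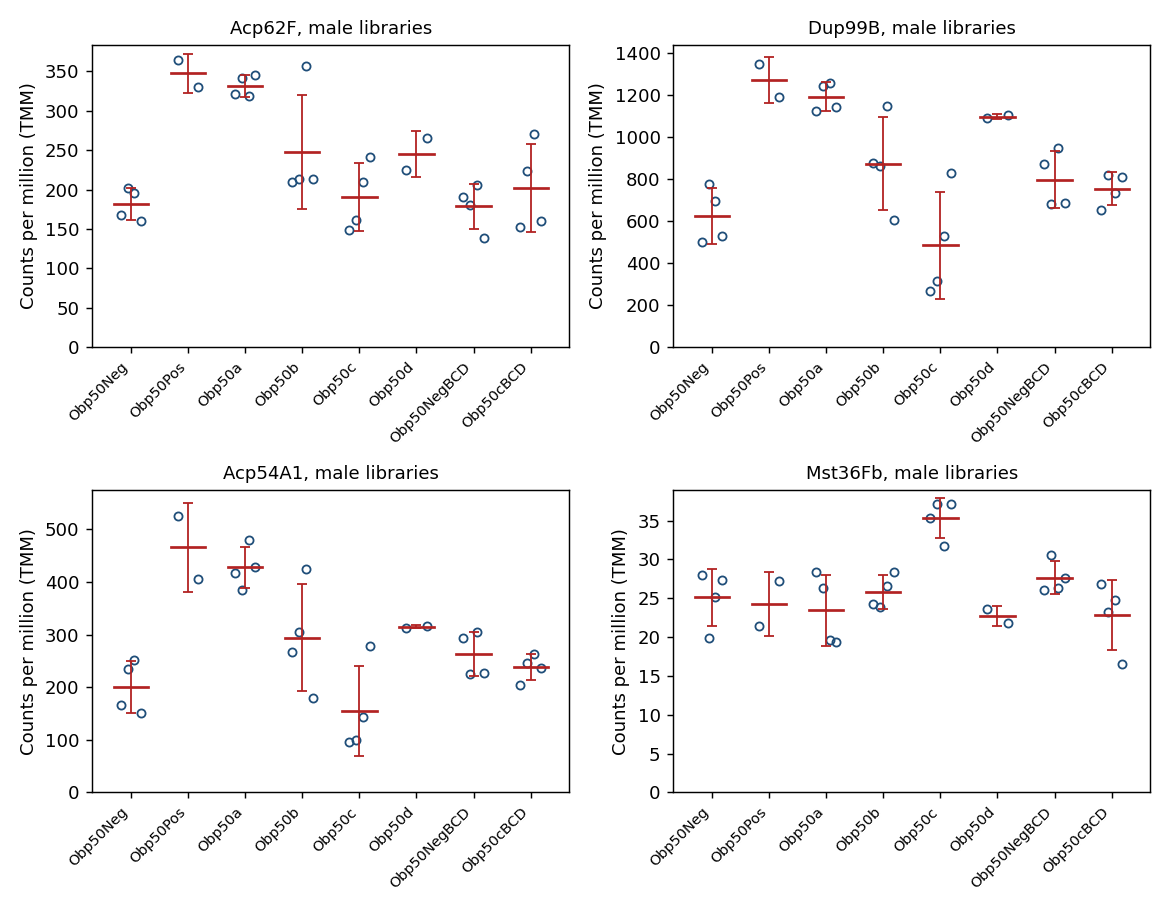
CPM of *Acp62F*, *Dup99B*, *Acp54A1* and *Mst36Fb* in male libraries, by genotype. Circles are libraries, the red line is the mean and the bar is the SD. The Obp50Pos and Obp50a libraries lie above the Obp50Neg libraries for *Acp62F*.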

We also constructed coexpression networks of the male transcriptional niche genes on which the *Obp50a–d* paralogs had redundant, diverse, additive, and epistatic effects (fig. 6*A–*D, respectively; see supplementary data files 16 and 17, Supplementary Material online). The redundant and additive networks were similar in structure and content to each other and to the network of all transcriptional niche genes (fig. 5*D* and supplementary table S4, Supplementary Material online). This is consistent with the previous finding that the paralogs exerted redundant and additive effects on most genes (see fig. 4). Genes within the *Obp50a–d* niche were notably more prevalent in the redundant (46/62, 74%) and additive (45/62, 73%) networks compared with the diversified (6/17, 35%) and epistatic (14/29, 48%) networks. 

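In the rebuilt networks, 48 of 65 nodes (73.8%) of the redundant network and 47 of 65 (72.3%) of the additive network were in the *Obp50a–d* niche, compared with 6 of 16 (37.5%) in the diversified network and 14 of 29 (48.3%) in the epistatic network. The redundant and additive networks used an edge threshold of 0.16 and the others 0.06. With Pearson's correlation the shares were 77.8%, 80.6%, 40% and 53.3%. After the genotype means were removed, the 4 networks held 0, 0, 2 and 2 nodes.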

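*Dup99B*, *Acp54A1* (FBgn0083936, 2R) and *Sfp53D* (FBgn0259967, 2R) were among the 10% of nodes with the most edges in both the redundant and the additive network, *Gpo2* in the additive network, *Ntf-2r* (FBgn0032680, 2L) in the diversified network and *w-cup* (FBgn0032269, 2L) in the epistatic network. In males, *Acp54A1* was at 466 ± 85 CPM (SD, n = 2) in Obp50Pos and 201 ± 50 (SD, n = 4) in Obp50Neg, a log2 fold change of 1.21 (standard error 0.793), with an adjusted p of 0.803 in the edgeR fit and 5.82e-05 in the mixed model. *Sfp53D* was at 65.3 ± 15.2 and 33.8 ± 5.36 CPM (adjusted p = 0.712 and 0.0234). *Ntf-2r* was at 20.4 ± 1.77 CPM (SD, n = 2) in Obp50d and 13.8 ± 2.17 (SD, n = 4) in Obp50Neg (adjusted p = 0.9998 and 0.0109). *w-cup* was at 866 ± 24.9 CPM in Obp50Pos and 696 ± 51.8 in Obp50Neg, which neither model separated (adjusted p = 0.96 and 0.201).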

Hub genes included *Dup99B*, *Acp54A1*, *Sfp53D*, and *Gpo2* (fig. 6*A* and *C*), *Ntf-2r* (fig. 6*B*), and *w-cup* (fig. 6*D*), again all expressed in male reproductive organs.

**Fig. 6.**
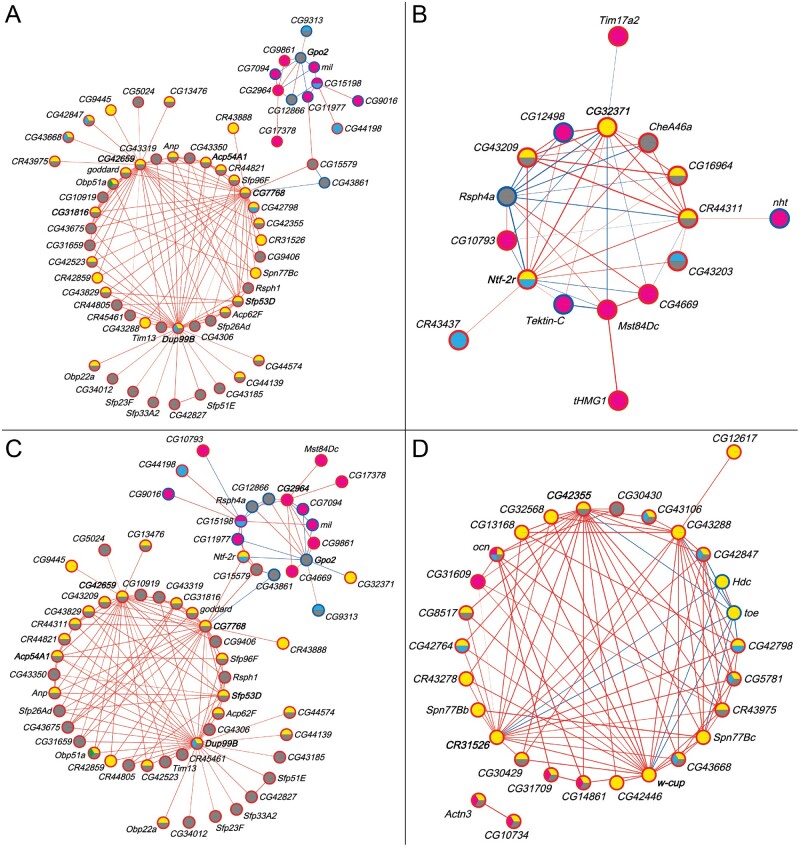
Coexpression networks of male transcriptional niche genes on which the *Obp50a–d* paralogs have redundant (*A*), diverse (*B*), additive (*C*), and epistatic (*D*) effects. Node fill color indicates membership in the corresponding transcriptional niche (see fig. 4). Node border color indicates whether the gene is up- (red) or down- (blue) regulated compared with *Obp50a^−^b^−^c^−^d^−^* in the niche(s) to which it belongs; purple indicates that the gene is up-regulated in one and down-regulated in another. Edge color indicates positive (red) or negative (blue) correlation between genes, with the strength of the correlation proportional to the edge width. Gene labels of nodes with the most edges (top 10%) are bolded. See also supplementary table S4, Supplementary Material online, which summarizes the number of genes common to all networks (redundancy), as well as the number of genes that are specific to each paralog network (diversification).

## Discussion

Gene duplications relieve evolutionary constraints on daughter genes, thereby allowing rapid expansion of large multigene families, such as the cytochrome P450 family dedicated to detoxification of xenobiotics (Sezutsu et al. 2013; Good et al. 2014) and families of chemoreceptors for the localization of food, predators, and mating partners (Robertson et al. 2003; Croset et al. 2010; Hughes et al. 2018; Anholt 2020). Insect OBPs are a diverse family of proteins, initially discovered as pheromone binding proteins (Vogt and Riddiford 1981) and annotated based on conservation of cysteine residues (Hekmat-Scafe et al. 2002). Whereas OBPs are implicated in olfaction, presumably by transferring hydrophobic odorants to their membrane-bound receptors, several members of the *Obp* family have functions other than chemoreception (Maleszka et al. 2007; Findlay et al. 2008; Takemori and Yamamoto 2009; Costa-Da-Silva et al. 2013; Heavner et al. 2013; Ishida et al. 2013; Marinotti et al. 2014; Wang et al. 2015; Zhu et al. 2016; Sun et al. 2018; reviewed in Pelosi et al. 2018). Gene products of the *Obp50* cluster are expressed in metabolic tissues and prominently in male testis and accessory gland (Roy et al. 2010; Hu et al. 2017; Leader et al. 2018; Thurmond et al. 2019), where they likely function as carriers for yet unidentified lipophilic compounds. All four *Obp50* paralogs have syntenic orthologs among species of the *melanogaster* group (*D. melanogaster, D. sechellia, D. yakuba, D. erecta*, and *D. ananassae*) and *D. willistoni* (Sánchez-Gracia et al. 2009; flybase.org), whereas only *Obp50a* and *Obp50b* have syntenic orthologs among species of the *obscura* group (*D. pseudoobscura* and *D. persimilis*). *Obp50a* has also syntenic orthologs in *D. mojavensis, D. virilis*, and *D. grimshawi. Obp50c* has a syntenic ortholog in *D. mojavensis* (flybase.org*).* Thus, it is likely that *Obp50a* is ancestral to the other orthologs and that *Obp50c* and *d* were lost in the *obscura* group. None of the *Obp50* paralogs have annotated syntenic orthologs in *D. suzukii*.

### A Deletion–Reinsertion Approach for the Genetic Dissection of Paralogs in Multigene Clusters

We designed a deletion–reinsertion strategy to genetically dissect the *Obp50* gene cluster by constructing transgenic lines in which all, none, or one of the *Obp50a–d* paralogs were functional. This design allowed analyses of organismal phenotypes and transcriptional niches associated with each paralog and quantification of redundancy, diversification, additivity, and epistasis among paralogs. Genetic dissection of paralogs of the *Obp50a–d* cluster with this deletion–reinsertion method highlights their complex evolutionary interrelationships, characterized by redundancy, diversification, and moderate epistasis. Diversification is evident from our observation that skewing of sex ratios could be attributed to *Obp50a*, whereas sex-specific effects on starvation stress resistance could largely be attributed to *Obp50d*, as well as *Obp50c* in virgin females. Effects on starvation resistance in females are likely due to transcriptional changes induced by inactivation of *Obp50* paralogs in the fat body and digestive system (fig. 3).This deletion–reinsertion approach provides a general paradigm for the genetic dissection of paralogs of multigene families in which functional diversification and epistasis can be quantified relative to any given phenotype.

### Sex-Specific Effects of *Obp50a–d* Paralogs

Analyses of individual *Obp50a–d* paralogs showed the largest effect on the male transcriptome, where genes involved in metabolism and reproduction are up-regulated in accordance with their highly enriched expression in the testes, accessory glands, and pupal fat body. Although members of the *Obp* gene family are present in seminal fluid (Findlay et al. 2008, 2009; Takemori and Yamamoto 2009; Sepil et al. 2019), the transfer of OBP50a–d to females during mating has not yet been reported. We postulate that these OBPs likely serve as carriers of lipophilic compounds which contribute to metabolic processes and regulate male reproduction. Many functions for which transcriptional niche genes in mated females were enriched, such as eggshell formation and embryogenesis, may be due at least partially to the upregulation of male seminal fluid proteins (Avila et al. 2011), but may also stem from a more direct role in these processes as seen with OBPs and related proteins in mosquitos (Costa-Da-Silva et al. 2013; Marinotti et al. 2014) and honeybees (Maleszka et al. 2007). The molecular mechanisms that regulate the dynamics of coregulated gene expression, *e.g.* upregulation or downregulation of gene expression when one paralog or more are inactivated, remain to be identified.

Our observations that the most significant organismal phenotypes were seen in females whereas the most pronounced effects on the transcriptome were seen in males is likely due to the different conditions under which these data were generated. The organismal-level effects on females are seen during development and under starvation stress, whereas for RNA sequencing adult flies grown under standard conditions were collected. Moreover, the effect of *Obp50c* on female starvation resistance was seen in virgin flies, whereas we only sequenced the transcriptome of mated flies.

### Maintenance of Redundancy by Dosage Effects and Transcriptional Buffering

The similarity between the effects of the individual *Obp50a–d* paralogs on the male transcriptome (fig. 4) suggests that the maintenance of these paralogs may at least partially be due to dosage effects (Kondrashov et al. 2002; Qian et al. 2010). This redundancy in males contrasts with the divergent effects of these paralogs on female organismal phenotypes. Given that redundant effects of duplicated genes likely reflect ancestral function, these results are compatible with the “out of the testis” hypothesis which posits that many new genes are initially expressed in the testis and later diversify into other tissues and functions (Kaessmann 2010).

We detected significant epistasis between the paralogs for almost one fifth (18%) of the male transcriptional niche genes. In most (77%) of these cases, all four paralogs together had less of an effect than would be expected from the effect of each paralog in isolation, indicating suppressing epistasis, which may contribute to maintenance of mutational robustness over long periods of evolutionary time (Gu et al. 2003; Conant and Wagner 2004; Yamamoto et al. 2009; Vandersluis et al. 2010). Purifying selection may not be able to purge loss-of-function mutations that accumulate in functionally compensatory paralogs (Ihmels et al. 2007), but the paralogs could attenuate transcriptional noise and thereby stabilize the phenotypic response (Nowak et al. 1997; Zhou et al. 2012; Saito et al. 2014). It is also possible that maintenance of redundancy is due to functional constraints (Vavouri et al. 2008) or that insufficient time has passed since duplication for complete neofunctionalization (Nowak et al. 1997).

### Redundant, Additive Effects of Duplicated Genes Are More Readily Apparent by Multiple-Paralog Knockouts

In line with previous studies, plotting measures of functional diversification and epistasis together did not reveal any clear correlation between them (Musso et al. 2008). However, we observed a salient pattern in which the most redundant and additive effects of the paralogs were only detectable in the intact *Obp50a–d* transcriptional niche. It is important to note that our measure of epistasis for a given transcript is calculated using the effect of the full *Obp50a–d* cluster, which is estimated by the difference between the expression of that transcript in the *Obp50a^+^b^+^c^+^d^+^* and *Obp50a^−^b^−^c^−^d^−^* genotypes. However, there is no *a priori* reason to suspect that this effect, if significant, will be similar to the sum of the effects of the individual paralogs, which is estimated by the sum of the differences between the expression of *Obp50a^−^b^−^c^−^d^−^* and each of the *Obp50a^+^b^−^c^−^d^−^*, *Obp50a^−^b^+^c^−^d^−^*, *Obp50a^−^b^−^c^+^d^−^*, and *Obp50a^−^b^−^c^−^d^+^* genotypes. This is because the sum of the effects of the individual paralogs could, in principle, assume any value (assuming no biological relationship) and cannot be predicted *a priori* by the effect of the full cluster. The pronounced additivity within the *Obp50a–d* niche, therefore, cannot be accounted for by a logical dependency inherent in our calculation of epistasis. We note, however, that our test for epistasis examines overall interactions among the *Obp50* paralogs. Further detailed analyses of epistasis are possible in the future by constructing the six genotypes with all possible pairs of paralogs and the four genotypes in which only one paralog is missing. These genotypes would enable inference of the role of sharing of regulatory elements in the paralog regions on epistatic interactions.

The detection of the most additive and redundant effects of the paralogs within the *Obp50a–d* niche emphasizes an underappreciated difficulty when studying additive effects of functionally similar genes, like duplicated genes: when a given additive effect is divided more evenly among multiple duplicates (Qian et al. 2010), the statistical power necessary to detect the effect of at least one of the duplicates is increased, assuming a constant level of statistical noise. In other words, similarity between the additive effects of the individual paralogs decreases the magnitude of the strongest single-paralog effect, which thereby decreases the likelihood that the effect of any one of the individual paralogs will be detected. Nonetheless, the more even distribution of additive effects among the paralogs does not change their sum, which is more likely to rise to the level of statistical significance than any of the single-paralog effects. This sum is represented by the difference between the *Obp50a^+^b^+^c^+^d^+^* and *Obp50a^−^b^−^c^−^d^−^* genotypes, thereby explaining why the most redundant effects that are additive are only detected in the *Obp50a–d* transcriptional niche. This further justifies our full-cluster deletion–reinsertion approach in which the collective effect of multiple paralogs can be measured.

## Materials and Methods

### Fly Husbandry

Unless otherwise indicated, Canton S (B) flies were reared on yeast-cornmeal-molasses-agar medium at 25°C, 60–75% relative humidity, and a 12 h light–dark cycle. Adult flies were 3–5 days old at the start of each assay and screened for morphological aberrations.

### Generation of CRISPR-Cas9 Excision and PhiC31 Reintegration Lines

We used the flyCRISPR website’s Optimal Target Finder tool (Gratz et al. 2014) to design chiRNAs utilizing PAM sites approximately 200 bp upstream of *Obp50a* and within 75 bp downstream of *Obp50d*. For each chiRNA we annealed complementary oligonucleotides with a *pU6-Bbs1-chiRNA* plasmid (Addgene catalog #45946) predigested with *Bbs1*. We constructed the homology-directed repair template by cloning approximately 1-kb up- and downstream of the *Obp50a–d* cluster into the up-and downstream *Sap1* and *Aar1* cloning sites, respectively, of the *pDsRed-attP* vector (Addgene catalog #51019). The two chiRNA plasmids, the *pBs-Hsp70-Cas9* plasmid (Addgene catalog # 46294), and the homology-directed repair template were injected into Canton S (B) embryos as a single mixture in a 2:2:5:10 ratio by molecular weight by Model System Injections (Durham, NC).

We constructed the *pattB-Obp50a–d-loxP-white^+^* vector by modifying the GenBank KC896839.1 *pattB* cloning vector using an In-Fusion kit (Takara Bio USA, Inc., Mountainview, CA) and designed primers with the company’s online tool (supplementary fig. S2, Supplementary Material online). We performed a series of site-directed mutagenesis reactions (fig. 1*B*) using a Q5 Site Directed Mutagenesis kit (New England Biolabs, Ipswich, MA) and designed primers with the NEBaseChanger online tool to generate eight plasmids containing different combinations of *Obp50a–d* constructs with intact genes or genes with premature termination codons or missense mutations (supplementary table S1, Supplementary Material online). The plasmids were injected into the F1 progeny of *Obp50[Δa–d; attP-loxP-DsRed-LoxP]* and PhiC31 integrase expressing flies by Model Systems Injections (fig. 1 and supplementary fig. S1, Supplementary Material online). Unless otherwise specified, enzymes used were from either New England Biolabs or Thermofisher Scientific (Waltham, MA). Primers are indicated in supplementary table S3, Supplementary Material online.

We confirmed proper orientation and location of the *attP-loxP-DsRed-LoxP* insert by Sanger sequencing PCR amplicons of the regions extending from >150 bp outside the homology arms to just inside the insertion. We confirmed orientation and location of the reinsertion lines by continuous Sanger sequencing of amplicons extending from upstream of the *attP* site to downstream of the *LoxP* sequence (fig. 1).

### RNA Sequencing

To prepare libraries for RNA sequencing we collected replicates of 30 mated flies, sexes separately, of up to two lines per genotype between 8:00 AM and 11:00 AM and flash froze them on dry ice in 2-ml tough microtubes (Thermofisher, Waltham, MA). Total RNA was extracted using a modified version of the RNAeasy plus mini kit (Qiagen, Hilden, Germany) protocol. Four 2.4-mm metal beads (Thermofisher) were added to each sample tube and the flies were homogenized in a bead mill (Thermofisher) for 2 min at 5 m/s, after which the RNA was eluted with a total of 30 μl H_2_O. We used the NuQuant +UDI, Drosophila AnyDeplete kit (Tecan, Männedorf, Switzerland) to deplete ribosomal RNA and prepare bar-coded cDNA libraries for sequencing after 17 cycles of amplification. We used the Qubit 1X HS dsDNA HS kit (Thermofisher) to quantify the libraries and high-sensitivity D1000 screentape (Agilent, Santa Clara, CA) to check the quality of size selection. We then normalized the libraries to 5 nM concentration and pooled them in order to get a final equimolar concentration of 3 nM. The pooled libraries were run on an S1 flow cell on the Illumina Novaseq6000 platform (Illumina, San Diego, CA).

### RNAseq Analysis

Raw reads were prepared for preprocessing by merging across lanes using a custom UNIX shell script. Adapter trimming, detection of abnormal polynucleotide sequences, filtering for low quality (*Q* < 20) and short (<35 nt) sequence reads and generation of basic sequence quality metrics were performed using the AfterQC pipeline (Chen et al. 2017). Detection of rRNA contamination was performed using the bbduk command from the BBTools package (Bushnell 2018) and consolidated rRNA sequences from the SILVA database (Quast et al. 2012). High-quality sequence reads were aligned to *Drosophila melanogaster* reference genome release 6 (version 6.13) using the allele-aware GSNAP aligner available within the GMAP package (Wu and Nacu 2010). The resulting SAM files were converted to BAM, sorted, and indexed using the samtools package (Li et al. 2009). Sorted and indexed BAM files were used for counting of meta-features (exons) using the featurecounts command within the Subread package (Liao et al. 2013). Uniquely mapped alignments were consolidated at the gene level and imported into R for subsequent analyses.

Genes with fewer than 25% nonzero read counts or a median count of <2 were excluded from further analyses. Filtered expression counts were normalized using GeTMM normalization (Smid et al. 2018). Two female samples, one *Obp50a^+^b^+^c^+^d^+^* and another *Obp50a^−^b^CD^c^+^d^−^*, were excluded from further analyses since they did not unambiguously group with the other female samples in a hierarchical clustering analysis. 

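The excluded libraries were female Obp50Pos replicate J2_S52, with 22354800 counts, and female Obp50cBCD replicate 55_S45, with 19907645. The reason the paper gives is that hierarchical clustering did not place them clearly among the female samples. In J2_S52, *Obp50a* was at 1.66 and *Obp50c* at 1.88 CPM of the unscaled total, above the 0 and 0.226 of the Obp50Pos library that was used. In 55_S45, genes of the mitochondrial genome took 112400 CPM, compared with 19850, 32940 and 81380 in the 3 Obp50cBCD libraries that were used. Over the 54 libraries, the edgeR fit called 4 female DEGs between Obp50Pos and Obp50Neg and 144 between Obp50cBCD and Obp50c. Over all 56, it called 359 and 572. In males the numbers for the same contrasts were 7 and 39 over all 56 libraries. The female niches together held 797 DEGs over all 56 libraries, and the DEGs between Obp50b and Obp50NegBCD females fell to 1273.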

Differential expression was determined for each gene by specifying least squares means estimates for the transcriptional niche contrasts and conducting tests for epistasis within a linear mixed model ANOVA of the form $Y=\mathrm{Sex}+\mathrm{Genotype}+\mathrm{Sex}*\mathrm{Genotype}+\mathrm{Line}\left(\mathrm{Genotype}\right)+\;\varepsilon$, where Y is observed expression. Genes with Benjamini–Hochberg’s False Discovery Rate adjusted *P* value of less than 0.05 were considered statistically significant. Tests were performed with SAS version 9.4 (SAS Institute, Cary, NC).

Unsigned biweight midcorrelation networks were produced from filtered, normalized counts of the male samples of interest using the WGCNA R package (Zhang and Horvath 2005), with the maximum proportion of outliers constrained to be less than 10% as recommended by the WGCNA documentation. Soft thresholding powers were chosen to maximize the scale-free topology model fit and mean connectivity (see supplementary fig. S6, Supplementary Material online). Correlations between genes of interest were visualized with Cytoscape 3.7.2 (Shannon et al. 2003) using the yFiles Circular layout (yWORKS, Tübingen, Germany) after applying a hard threshold for correlation strength. All networks were constructed using the *Obp50a^+^b^+^c^+^d^+^* and *Obp50a^−^b^−^c^−^d^−^* data, whereas the networks of *Obp50a* (fig. 5*A*), *Obp50c* (fig. 5*B*), and *Obp50d* (fig. 5*C*) were also constructed from the *Obp50a^+^b^−^c^−^d^−^*, *Obp50a^−^b^−^c^+^d^−^*, and *Obp50a^−^b^−^c^−^d^+^* data, respectively. All networks in figure 6 and the *Obp50a–d* network (fig. 5*D*) were constructed from the *Obp50a^+^b^−^c^−^d^−^*, *Obp50a^−^b^+^c^−^d^−^*, *Obp50a^−^b^−^c^+^d^−^*, and *Obp50a^−^b^−^c^−^d^+^* data.

### Statistical Testing for Diversification and Epistasis

The same model used to test for overall significance of the Genotype term for a given phenotype was used to test for functional diversification between paralogs except that only samples of the *Obp50a^+^b^−^c^−^d^−^*, *Obp50a^−^b^+^c^−^d^−^*, *Obp50a^−^b^−^c^+^d^−^*, and *Obp50a^−^b^−^c^−^d^+^* genotypes were considered. A significant genotype term indicated diversification; otherwise, the paralogs were considered as having redundant effects. Epistasis was determined by the least squares means estimate $0=\left(\mathrm{Obp}50a^{+}b^{+}c^{+}d^{+}-\mathrm{Obp}50a^{-}b^{-}c^{-}d^{-}\right)\;-\left[\left(\mathrm{Obp}50a^{+}b^{-}c^{-}d^{-}-\mathrm{Obp}50a^{-}b^{-}c^{-}d^{-}\right)+\;\left(\mathrm{Obp}50a^{-}b^{+}c^{-}d^{-}-\mathrm{Obp}50a^{-}b^{-}c^{-}d^{-}\right)+\;\left(\mathrm{Obp}50a^{-}b^{-}c^{+}d^{-}-\mathrm{Obp}50a^{-}b^{-}c^{-}d^{-}\right)+\;\left(\mathrm{Obp}50a^{-}b^{-}c^{-}d^{+}-\mathrm{Obp}50a^{-}b^{-}c^{-}d^{-}\right)\right]+\varepsilon$. Significance was interpreted as the paralogs having epistatic effects; otherwise, they were considered additive. Epistatic effects with positive and negative estimates were deemed instances of “enhancing” and “suppressing” epistasis, respectively. Both the tests for epistasis and diversification were performed by sex when applicable.

### Starvation Stress Resistance

Flies were collected into vials containing 30–35 mated females and males, or 5–10 virgin females. The day before the assay, flies were separated into vials containing five flies of the same sex from each line. The next day, flies were transferred to vials containing 5 ml of starvation medium (1.5% agar in distilled H_2_O). The number of deceased flies was recorded ≥4 times per day (Harbison et al. 2004).

Statistical significance was determined by fitting a logistic distribution to the observed time of death using a parametric survival model of the form $Y=\mathrm{Genotype}+\mathrm{Line}\left(\mathrm{Genotype}\right)+\;\varepsilon$, where Y is observed time of death. Least squares means estimates were performed for contrasting transcriptional niches and Holm–Bonferroni-corrected *P* values were used for post hoc tests. Mated females, virgin females, and males were analyzed separately.

To test the hypothesis that increased fecundity correlates with starvation resistance, a separate assay was performed with mated females in which the vials used to hold the flies overnight were maintained and the emerging offspring counted. Correlation between the mean survival time versus the number of offspring produced per vial was assessed using a Standard Least Squares model.

### Larval Fat Content

To measure larval fat content, four males and four females were placed in vials on standard medium without yeast and allowed to lay eggs for 24 h. On day 5, 20% sucrose (w/v) in phosphate-buffered saline (PBS) was added to the vials and the floating wandering larvae were collected with a spatula and transferred to a 50-ml conical tube containing 10 ml of 10% sucrose in PBS. After gentle stirring, the larvae which floated to the top were counted after 2 min. The measurement was repeated after each incremental addition of 3 ml of 20% sucrose. When a total of 15 ml of 20% sucrose had been added, the number of larvae which remained at the bottom were also counted and added to the number of floating larvae to calculate the total number of larvae for each replicate and the percentage of floaters, which correlates with fat content (Hazegh and Reis 2016). Results were analyzed with a mixed model ANOVA according to supplementary table S3, Supplementary Material online.

### Sex Ratio

Vials with four males and four females were set up in food vials without added yeast (Day 0) and allowed to lay eggs for 3 days, after which they were discarded. Progeny were collected and sexed on days 9–15 (inclusive) as they emerged. Data were evaluated with a logistic regression model of the form $\mathrm{Sex}=\mathrm{Genotype}+\mathrm{Line}\left(\mathrm{Genotype}\right)+\mathrm{Vial}(\mathrm{Line},\;\mathrm{Genotype})+\;\varepsilon$. Least squares means estimates were performed and Holm–Bonferroni-corrected *P* values were used for post hoc tests. Correlation between the number of adult progeny per vial and percent female was assessed using a Standard Least Squares model. 

## Supplementary Material

Supplementary data are available at *Molecular Biology and Evolution* online.

## Supplementary Material

msab004_Supplementary_Data Click here for additional data file.

# Supplementary material for: Functional Diversification, Redundancy, and Epistasis among Paralogs of the Drosophila melanogaster Obp50a–d Gene Cluster
**Source:** Mol Biol Evol. 2021 Feb 9;38(5):2030–44. doi: 10.1093/molbev/msab004
**Supplement:** msab004_Supplementary_Data

| **Table S2.** Mutations in Reinsertion Lines | | | | | |
| --- | --- | --- | --- | --- | --- |
|  |  | ***Obp50* gene** | | | |
| **Genotype** | **Plain Text Abbreviation** | ***-a*** | ***-b*** | ***-c*** | ***-d*** |
| ***Obp50a^+^b^-^c^-^d^-^*** | Obp50a | WT | L7X, L8X | L7X, L8X | W7X, V8X |
| ***Obp50a^-^b^+^c^-^d^-^*** | Obp50b | V7X, A8X | WT | L7X, L8X | W7X, V8X |
| ***Obp50a^-^b^CD^c^+^d^-^*** | Obp50cBCD | V7X, A8X | C68S, C72S, C148S, A152P, C158S | WT | W7X, V8X |
| ***Obp50a^-^b^-^c^+^d^-^*** | Obp50c | V7X, A8X | L7X, L8X | WT | W7X, V8X |
| ***Obp50a^-^b^-^c^-^d^+^*** | Obp50d | V7X, A8X | L7X, L8X | L7X, L8X | WT |
| ***Obp50a^+^b^+^c^+^d^+^*** | Obp50Pos | WT | WT | WT | WT |
| ***Obp50a^-^b^CD^c^-^d^-^*** | Obp50NegBCD | V7X, A8X | C68S, C72S, C148S, A152P, C158S | L7X, L8X | W7X, V8X |
| ***Obp50a^-^b^-^c^-^d^-^*** | Obp50Neg | V7X, A8X | L7X, L8X | L7X, L8X | W7X, V8X |

*WT = wild-type

# Supplementary material for: Functional Diversification, Redundancy, and Epistasis among Paralogs of the Drosophila melanogaster Obp50a–d Gene Cluster
**Source:** Mol Biol Evol. 2021 Feb 9;38(5):2030–44. doi: 10.1093/molbev/msab004
**Supplement:** msab004_Supplementary_Data

| **Table S3.** Summary of Mixed-Model ANOVA Tests | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **Fixed effects tests** | | | |
| **Phenotype** | **Fixed effect** | **Random effect** | **dfNum** | **dfDen** | **F ratio** | **Prob > F** |
| **Chill coma recovery** | Genotype | Date | 1 | 186 | 0.2192571 | 0.6402 |
|  | Sex |  | 1 | 186 | 9.6862057 | 0.0021 |
| **Startle response** | Genotype | Date | 1 | 394.3 | 0.0305033 | 0.8614 |
|  | Sex |  | 1 | 394.1 | 0.1292944 | 0.7194 |
| **Copulation latency** | Male genotype | Date | 1 | 173.9 | 0.0186845 | 0.8914 |
| **Copulation duration** | Male genotype | Date | 1 | 158.2 | 1.6312549 | 0.2034 |
| **Larval density** | Genotype | Rep[Genotype] | 7 | 148.0 | 0.936719 | 0.4801 |
|  | Vol. 20% sucrose |  | 1 | 779.0 | 5459.4664 | <.0001 |

How the deposited data were processed for this re-analysis (not part of the article)

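RNA from pools of whole mated flies was measured in 56 libraries of 8 genotypes and both sexes, with 4 libraries per sex and genotype from 2 lines, except 2 from 1 line in Obp50Pos and Obp50d. The authors made libraries depleted of ribosomal RNA, aligned the reads to the *Drosophila melanogaster* genome with GSNAP, and counted uniquely mapped fragments on exons per gene with featureCounts without using strand. The authors deposited these counts without normalization. The table of the whole series held 17490 genes and each library's own table 17489, and 0 shared cells differed. Total counts per library ranged from 14638498 to 53517693 (median 26333703.5). Genes that overlap or share sequence with a close copy are uncertain in these counts. Coordinates are those of the authors' files, and the reference genome provided was of a later release and was not used for them.

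The values were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, lme4 1.1.37 and lmerTest 3.1.3, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes with a nonzero count in at least 25% of the 54 libraries used by the paper and a median count of at least 2 were kept. edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment was fitted over both sexes with a mean per sex and genotype, and genes under an FDR of 0.05 were called. CPM in the text are edgeR's CPM values, computed from the counts with library sizes scaled by TMM, unless stated as unscaled. Divergence was a joint test of the 4 single-paralog means, and epistasis the contrast of Obp50Pos with the sum of the single-paralog effects, each adjusted over the niche genes. The epistasis contrast was on the log2 scale in edgeR and on the linear scale in the mixed model and the paper. The paper's mixed model was fitted to GeTMM values of 15675 genes. Networks were rebuilt with biweight midcorrelation and the topological overlap of the paper's code on male GeTMM values.

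The genes named are the 13 named by the paper, the 7 female niche genes of Supplementary data file 13, and in each contrast the 3 with the largest change among those past the threshold whose normalized counts did not overlap between groups. The edgeR procedure was tested on counts simulated with a dispersion of 0.05 and 4-fold changes, and recovered 200 of 200 changed genes, with 13 other genes called. The common dispersion fitted to the data was larger (0.104), so smaller changes at that spread were not tested. On the simulated counts, the mixed model recovered 175 of 200 (87.5%) on 600 genes. The alternatives were DESeq2's size factors, DESeq2, no filter, a mean count of at least 10, all 56 libraries, each sex alone, counts summed by line, limma-voom with line as a random block, the mixed model and each library left out. Lists of 47 accessory gland, 24 male-specific, 3 yolk protein and 9 chorion protein transcripts were used to describe libraries. The de-duplication of genes by Entrez identifier, the enrichment tests and the data on survival, sex ratio and tissue expression were not analysed here.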

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

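The tests of RNA from the other sex, of the list medians by set and of the splits of the libraries were chosen after the results were seen, and so were the lists of yolk, chorion and male-specific transcripts. Within genotype and sex, 231 groups, each of 1 measure in 4 libraries, were examined for a value far from the rest. This found 21 such values, several of them from the same library, where chance alone gives about 1 in 20 groups. Measures of 1 library are not independent, so 21 is not a number of libraries.

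Female Obp50Neg replicate 6_S6 stood apart from the other 3 libraries of its group in accessory gland transcripts (226.9 unscaled CPM) and male-specific transcripts (119.7), and in *Acp54A1* (5.63 normalized CPM), *Dup99B* (9.85), *Sfp53D* (1.36) and *w-cup* (9.80). Of 224 other transcripts at least 100 times higher in Obp50NegBCD males than in Obp50NegBCD females, 193 were also higher in this library than in the rest of the group, and accessory gland transcripts were at 1.76% of the male level beside a median of 1.59% for the 224, so RNA from male flies may be a source of this signal. A rise of the 224 alone is not specific to it, since in female Obp50b replicate 33_S25, 178 of them were above the rest of the group (median 1.8% of the male level) with accessory gland transcripts at 0.329%. All females were mated, and transfer of RNA by mating was not tested. Leaving this library out lowered the female niche genes from 740 to 291. In female Obp50NegBCD, replicates 17_S9 and 20_S37 had accessory gland transcripts at 295.9 and 246 CPM and the other pair at 21.33 and 14.64, which a search for 1 library far from the rest does not find. Accessory gland transcripts were at 2.28% and 1.89% of the male level in 17_S9 and 20_S37, and the 224 other transcripts at a median of 1.25% and 1.24%, compared with 0.325% and 0.206% in the other pair. RNA from male flies may be a source there as well, with the limit that the 224 transcripts were chosen partly on these libraries.

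Yolk protein transcripts were higher than in the rest of the group in male Obp50NegBCD replicate 24_S41 (2459 unscaled CPM), Obp50a replicate 49_S29 (1711), Obp50c replicate 61_S22 (1342) and Obp50cBCD replicate 57_S47 (457.4). Chorion protein transcripts were higher in the first 3 of these (512, 1387 and 551.6 CPM). Of 69 other transcripts at least 100 times higher in Obp50Neg females than in Obp50Neg males, 62 were above the rest of the group in 24_S41, 64 in 49_S29, 64 in 61_S22 and 41 in 57_S47. RNA from female flies may be a source in the first 3 libraries, while for 57_S47 it cannot be told apart from other differences between libraries. Leaving out 61_S22 raised the male Obp50c niche genes from 3 to 85.

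In male Obp50b, 3 of the 4 libraries had such transcripts, so none stood apart from the rest. Yolk protein transcripts were at 1006 unscaled CPM in replicate 36_S28, 1506 in 59_S21, 832.7 in J1_S51 and 23.64 in 35_S27, and chorion protein transcripts at 632.8, 1399, 1034 and 15.04 in the same order. Yolk protein transcripts were at 5.37%, 8.05%, 4.45% and 0.126% of the female level, and the 69 other transcripts at a median of 6.22%, 9.75%, 4.96% and 0.514%. RNA from female flies may be a source in the first 3 of these. Leaving out 35_S27 raised the male Obp50b niche genes from 0 (940 with an unadjusted p under 0.05) to 139, and whether such RNA is the reason was not tested.

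Male Obp50cBCD replicate J3_S53 had the highest *Obp50a* of its group (1.84 unscaled CPM), the highest *CG14265* (0.590 normalized CPM) and the lowest *Gpo2* (35.1). Its mitochondrial transcripts were at 543.3 unscaled CPM, compared with 34490, 17450 and 29970 in 27_S44, 28_S12 and 57_S47. This library is in the redo set, and no test separated the set from the line. Leaving it out lowered the genes differing between male Obp50cBCD and Obp50NegBCD from 263 to 1, and 0 genes were called with the set of libraries as a term, so set, line and genotype cannot be told apart for those genes.

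Other single libraries far from their group were female Obp50a replicate 84_S36 (*ppk29* at 5.93 normalized CPM), female Obp50a replicate 62_S42 (*w-cup* at 2.23), female Obp50b replicate 33_S25 (*CG14265* at 0.342), male Obp50a replicate 81_S33 (*CG13177* at 8.97) and male Obp50b replicate 59_S21 (*Acp62F* at 356). These are single genes in a number of groups where chance gives several, and no explanation was tested.

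The effect of genotype differed between the sexes, by a test of the difference itself, for 1 gene in Obp50Pos against Obp50Neg, 52 in Obp50a, 11 in Obp50b, 1 in Obp50d, 1 between Obp50cBCD and Obp50c, 4 between Obp50cBCD and Obp50NegBCD, 1 between Obp50NegBCD and Obp50Neg and 54 between Obp50b and Obp50NegBCD. The Obp50a libraries of females are all in the second set and Obp50Neg is in the first, and in females the set term lowered the Obp50a genes from 297 to 11, so set and genotype cannot be told apart there. A biological difference between the sexes stays open and was not tested against this.

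Of the libraries the paper left out, female Obp50Pos replicate J2_S52 had *Obp50a* at 1.66 unscaled CPM, and female Obp50cBCD replicate 55_S45 had mitochondrial transcripts at 112400 CPM. No explanation was tested for either.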

How the results depend on the processing

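The design and the alternatives of the next paragraph were set before the data were examined. The edgeR fit over both sexes gave 2 male *Obp50a–d* niche genes, 0 male Obp50a niche genes (1028 at an unadjusted p under 0.05), 0 male Obp50b niche genes (940 at an unadjusted p under 0.05), 3 male Obp50c niche genes, 2 male Obp50d niche genes, 4 male Obp50b against Obp50NegBCD genes, 2266 female Obp50b against Obp50NegBCD genes, 263 male Obp50cBCD against Obp50NegBCD genes, 46 male Obp50cBCD against Obp50c genes, 0 male Obp50NegBCD against Obp50Neg genes (381 at an unadjusted p under 0.05), 740 female niche genes, 314 female Obp50bCD and Obp50c contrast genes, 5 male divergent niche genes, 6 male epistatic niche genes, 586 female divergent niche genes, 423 female epistatic niche genes, 0 male redundant and additive niche genes, 36 female redundant and additive niche genes, 21 nodes of the Obp50a network, 66 nodes of the Obp50c network, 19 nodes of the Obp50d network, 73 nodes of the full network, 65 nodes of the redundant network, 16 nodes of the diverse network, 65 nodes of the additive network and 29 nodes of the epistatic network. In that fit 0% of the male niche genes had a CoV under 0.2. Of 65 comparisons of single named genes, 45 were past the FDR threshold of 0.05, and 3 stayed past it under each alternative that gave a value, which were those of *CG13177* in male and female Obp50d and of *lncRNA:CR45448* in female Obp50d. The cause of the changes listed here was not tested, except where an alternative tests fewer genes or uses fewer libraries by its construction.

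DESeq2 in place of edgeR gave 22 male *Obp50a–d* niche genes, 86 male Obp50a niche genes, 144 male Obp50b niche genes, 84 male Obp50c niche genes, 15 male Obp50d niche genes, 267 male Obp50b against Obp50NegBCD genes, 764 male Obp50cBCD against Obp50NegBCD genes, 231 male Obp50cBCD against Obp50c genes, 20 male Obp50NegBCD against Obp50Neg genes, 1847 female niche genes, 1120 female Obp50bCD and Obp50c contrast genes, 223 male divergent niche genes, 227 male epistatic niche genes, 1366 female divergent niche genes, 815 female epistatic niche genes, 12 male redundant and additive niche genes, 150 female redundant and additive niche genes and a log2 fold change of Obp50c, male Obp50Pos against Obp50Neg of 0.016. With all 56 libraries, the fit gave 7 male *Obp50a–d* niche genes, 1273 female Obp50b against Obp50NegBCD genes, 775 female Obp50bCD and Obp50c contrast genes, 3 male redundant and additive niche genes and 171 female redundant and additive niche genes. Each sex fitted alone gave 95 male *Obp50a–d* niche genes, 52 male Obp50a niche genes, 3 male Obp50b niche genes, 222 male Obp50c niche genes, 7 male Obp50d niche genes, 409 male Obp50b against Obp50NegBCD genes, 110 female Obp50b against Obp50NegBCD genes, 472 male Obp50cBCD against Obp50c genes, 6 male Obp50NegBCD against Obp50Neg genes, 75 female niche genes, 14 female Obp50bCD and Obp50c contrast genes, 259 male divergent niche genes, 127 male epistatic niche genes, 64 female divergent niche genes, 45 female epistatic niche genes, 53 male redundant and additive niche genes and 0 female redundant and additive niche genes. Limma-voom with line as a random block gave 0 male *Obp50a–d* niche genes (881 at an unadjusted p under 0.05), 1 male Obp50c niche gene, 0 male Obp50b against Obp50NegBCD genes (1459 at an unadjusted p under 0.05), 283 female Obp50b against Obp50NegBCD genes, 0 male Obp50cBCD against Obp50NegBCD genes (1134 at an unadjusted p under 0.05), 4 male Obp50cBCD against Obp50c genes, 13 female niche genes, 5 female Obp50bCD and Obp50c contrast genes, 3 male divergent niche genes, 2 male epistatic niche genes, 12 female divergent niche genes, 12 female epistatic niche genes, 0 female redundant and additive niche genes and a log2 fold change of Obp50a, male Obp50a against Obp50Neg of −0.39. The paper's mixed model gave 242 male *Obp50a–d* niche genes, 103 male Obp50a niche genes, 1 male Obp50b niche gene, 78 male Obp50c niche genes, 20 male Obp50d niche genes, 134 male Obp50b against Obp50NegBCD genes, 44 female Obp50b against Obp50NegBCD genes, 45 male Obp50cBCD against Obp50NegBCD genes, 213 male Obp50cBCD against Obp50c genes, 1 male Obp50NegBCD against Obp50Neg gene, 9 female niche genes, 2 female Obp50bCD and Obp50c contrast genes, 20 male divergent niche genes, 42 male epistatic niche genes, 6 female divergent niche genes, 7 female epistatic niche genes, 283 male redundant and additive niche genes and 0 female redundant and additive niche genes. Counts summed by line gave 0 male Obp50c niche genes (275 at an unadjusted p under 0.05), 0 male Obp50b against Obp50NegBCD genes (712 at an unadjusted p under 0.05), 47 female Obp50b against Obp50NegBCD genes, 0 male Obp50cBCD against Obp50NegBCD genes (1202 at an unadjusted p under 0.05), 0 male Obp50cBCD against Obp50c genes (693 at an unadjusted p under 0.05) and 12 female Obp50bCD and Obp50c contrast genes. DESeq2's size factors in place of TMM gave 21 male Obp50b against Obp50NegBCD genes, 487 female Obp50bCD and Obp50c contrast genes, 19 female redundant and additive niche genes and a log2 fold change of Obp50c, male Obp50Pos against Obp50Neg of 0.016. Testing the genes with a mean count of at least 10 gave 18 male Obp50b against Obp50NegBCD genes, 551 female Obp50bCD and Obp50c contrast genes and a log2 fold change of Obp50c, male Obp50Pos against Obp50Neg of 0.0044. Taking the niche genes of Supplementary data file 13 in place of those called here gave 1 male divergent niche gene, 0 male epistatic niche genes, 5 female divergent niche genes, 2 female epistatic niche genes, 65.4% of male niche genes with a CoV under the threshold, 343 male redundant and additive niche genes and 2 female redundant and additive niche genes. Taking the FDR over all genes tested gave 0 male epistatic niche genes and 37 female epistatic niche genes. Without a filter on low counts, the fit gave 23 female redundant and additive niche genes. Pearson's correlation gave 5 nodes of the Obp50a network. Deviations from each genotype mean gave 0 nodes of the Obp50a network, 25 nodes of the Obp50c network, 7 nodes of the Obp50d network, 0 nodes of the full network, 0 nodes of the redundant network, 2 nodes of the diverse network, 0 nodes of the additive network and 2 nodes of the epistatic network. Networks of the niche genes of the edgeR fit had 0 nodes of the Obp50c network, 0 nodes of the Obp50d network and 0 nodes of the full network.

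Further alternatives were chosen after seeing the data. Adding the set of libraries as a term gave 0 male *Obp50a–d* niche genes (785 at an unadjusted p under 0.05), 18 male Obp50b against Obp50NegBCD genes, 0 male Obp50cBCD against Obp50NegBCD genes (934 at an unadjusted p under 0.05), 23 male Obp50cBCD against Obp50c genes, 392 female niche genes, 317 female divergent niche genes, 202 female epistatic niche genes, 9 female redundant and additive niche genes, a log2 fold change of Obp50a, male Obp50Pos against Obp50Neg of 0.94 and a log2 fold change of Obp50c, male Obp50Pos against Obp50Neg of 0.065. Fitting each sex alone with the set of libraries as a term gave 0 male *Obp50a–d* niche genes (1375 at an unadjusted p under 0.05), 5 male Obp50a niche genes, 7 male Obp50b niche genes, 423 male Obp50c niche genes, 7 male Obp50d niche genes, 876 male Obp50b against Obp50NegBCD genes, 73 female Obp50b against Obp50NegBCD genes, 2 male Obp50cBCD against Obp50NegBCD genes, 557 male Obp50cBCD against Obp50c genes, 1 male Obp50NegBCD against Obp50Neg gene, 56 female niche genes, 7 female Obp50bCD and Obp50c contrast genes, 370 male divergent niche genes, 130 male epistatic niche genes, 53 female divergent niche genes, 38 female epistatic niche genes, 23 male redundant and additive niche genes, 0 female redundant and additive niche genes, a log2 fold change of Obp50a, male Obp50Pos against Obp50Neg of 1.39 and a log2 fold change of Sfp87B, female Obp50a against Obp50Neg of 0.72. Fitted to each sex alone, the mixed model gave 25 male *Obp50a–d* niche genes, 4 male Obp50a niche genes, 12 female Obp50b against Obp50NegBCD genes, 0 male Obp50cBCD against Obp50NegBCD genes, 27 female niche genes and 0 female Obp50bCD and Obp50c contrast genes. The first set of libraries alone gave 55 male Obp50a niche genes, 8 male Obp50c niche genes, 299 male Obp50b against Obp50NegBCD genes, 3462 female Obp50b against Obp50NegBCD genes, 0 male Obp50cBCD against Obp50NegBCD genes (304 at an unadjusted p under 0.05), 17 male Obp50cBCD against Obp50c genes and 806 female Obp50bCD and Obp50c contrast genes. The mixed model with the niche genes of Supplementary data file 13 gave 18 male divergent niche genes, 50 male epistatic niche genes, 6 female divergent niche genes, 5 female epistatic niche genes, 277 male redundant and additive niche genes and 0 female redundant and additive niche genes. Niche genes of the mixed model gave 64.5% of male niche genes with a CoV under the threshold. Niche genes of the fit of males alone gave 52% of male niche genes with a CoV under the threshold. All genes tested in place of the niche genes gave 68.3% of male niche genes with a CoV under the threshold. On the list of Supplementary data file 13, a threshold of 0.1 gave 24.1% of male niche genes with a CoV under the threshold. A threshold of 0.3 on that list gave 88.4% of male niche genes with a CoV under the threshold. TMM-scaled CPM on that list gave 64.5% of male niche genes with a CoV under the threshold. Networks of the niche genes of the fit of males alone had 167 nodes of the Obp50c network, 3 nodes of the Obp50d network and 6 nodes of the full network. Unsigned topological overlap gave the same nodes and edges as the signed form in the 8 networks.

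Leaving out 1 library at a time gave from 291 (without female Obp50Neg replicate 6_S6) to 1304 (without female Obp50c replicate 64_S33) female niche genes, from 94 (without female Obp50c replicate 41_S13) to 1234 (without female Obp50c replicate 64_S33) female Obp50bCD and Obp50c contrast genes, from 244 (without female Obp50Neg replicate 6_S6) to 999 (without female Obp50c replicate 64_S33) female divergent niche genes, from 182 (without female Obp50Neg replicate 6_S6) to 668 (without female Obp50c replicate 64_S33) female epistatic niche genes, from 1 (without male Obp50Neg replicate 3_S3) to 2 (without male Obp50Neg replicate 4_S4) male *Obp50a–d* niche genes, 0 male Obp50a niche genes in each of 8 fits, from 0 (without male Obp50Neg replicate 3_S3) to 139 (without male Obp50b replicate 35_S27) male Obp50b niche genes, from 1 (without male Obp50Neg replicate 4_S4) to 85 (without male Obp50c replicate 61_S22) male Obp50c niche genes. In the other comparisons it gave 2 male Obp50d niche genes in each of 4 fits, from 0 (without male Obp50Neg replicate 3_S3) to 2 (without male Obp50Neg replicate 8_S8) male Obp50NegBCD against Obp50Neg genes, from 3 (without male Obp50Neg replicate 4_S4) to 150 (without male Obp50c replicate 61_S22) male divergent niche genes, from 3 (without male Obp50c replicate 43_S15) to 136 (without male Obp50b replicate 35_S27) male epistatic niche genes, from 793 (without female Obp50NegBCD replicate 18_S10) to 3761 (without female Obp50b replicate 34_S26) female Obp50b against Obp50NegBCD genes, from 0 (without male Obp50NegBCD replicate 21_S38) to 79 (without male Obp50NegBCD replicate 24_S41) male Obp50b against Obp50NegBCD genes, from 1 (without male Obp50cBCD replicate J3_S53) to 680 (without male Obp50cBCD replicate 27_S44) male Obp50cBCD against Obp50NegBCD genes and from 3 (without male Obp50cBCD replicate J3_S53) to 97 (without male Obp50c replicate 62_S23) male Obp50cBCD against Obp50c genes. Where an arm was left with 1 library, no call was made.

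Among the named genes, leaving out 1 library reversed the log2 fold change of Obp50a, male Obp50a against Obp50Neg (to −0.14 without male Obp50a replicate 49_S29), the log2 fold change of Obp50c, male Obp50c against Obp50Neg (to −0.0033 without male Obp50Neg replicate 7_S7), the log2 fold change of Obp50c, male Obp50Pos against Obp50Neg (to 0.007 without male Obp50Neg replicate 8_S8), the log2 fold change of Obp50d, male Obp50d against Obp50Neg (to −0.10 without male Obp50Neg replicate 4_S4). Across the fits that each left out 1 library, these ranged from −0.14 (without male Obp50a replicate 49_S29) to 0.61 (without male Obp50a replicate 82_S34) for *Obp50a* in male Obp50a against Obp50Neg, from −0.0033 (without male Obp50Neg replicate 7_S7) to 0.18 (without male Obp50Neg replicate 8_S8) for *Obp50c* in male Obp50c against Obp50Neg, from −0.41 (without male Obp50Pos replicate 70_S38) to 0.28 (without male Obp50Pos replicate 69_S37) for *Obp50c* in male Obp50Pos against Obp50Neg and from −0.35 (without male Obp50d replicate 66_S35) to 0.48 (without male Obp50d replicate 65_S34) for *Obp50d* in male Obp50d against Obp50Neg. Of 450 such fits of named genes, 381 kept their direction and side of the threshold, 62 fell short of it and 1 passed it.

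The named genes that kept both their direction and their side of the threshold numbered 62 of 65 with DESeq2 (1 weaker and 1 stronger), 57 of 65 with the fit of all 56 libraries (7 weaker and 1 stronger), 7 of 37 with counts summed by line (30 weaker and 0 stronger), 45 of 65 with each sex alone (17 weaker and 3 stronger), 27 of 65 with limma-voom (37 weaker and 0 stronger) and 15 of 65 with the mixed model (39 weaker and 11 stronger). Obp50Pos and Obp50d have 1 line each, so counts summed by line gave no value for them. Genotypes share no line or replicate name, so libraries could not be paired between them. The sexes of a genotype share lines, but the test of the difference between the sexes was fitted with group means and did not use them. Female Obp50Pos has 1 library used by the paper, which limits the epistasis contrast in females, and the counts of *Obp50a* and *Obp50d*, at most 44 in any library, limit how small a change in them can be detected.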

Differences from the paper's values

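The alternatives named first in each sentence were set before the data were examined, and the others of that kind left a gap of more than 1.5 times. The paper gives 226 for niche genes (male *Obp50a–d*), and the value here was 2, which the paper's mixed model (242) brought within 1.5 times. The paper gives 114 for niche genes (male Obp50a), and the value here was 0, which DESeq2 (86) and the paper's mixed model (103) brought within 1.5 times. The paper gives 3 for niche genes (male Obp50b), and the value here was 0, which each sex fitted alone (3) brought within 1.5 times. The paper gives 88 for niche genes (male Obp50c), and the value here was 3, which DESeq2 (84), the paper's mixed model (78), the fit without male Obp50c replicate 61_S22 (85) and the fit without male Obp50c replicate 62_S23 (66) brought within 1.5 times. The paper gives 21 for niche genes (male Obp50d), and the value here was 2, which DESeq2 (15) and the paper's mixed model (20) brought within 1.5 times. DESeq2 came close in number only. It shared 4 of the paper's 114 Obp50a genes, 2 of its 88 Obp50c genes and 1 of its 21 Obp50d genes. The paper gives 7 for niche genes (all female niches), and the value here was 740, which the paper's mixed model (9) brought within 1.5 times.

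The paper gives 92% for the share of niche genes higher (male *Obp50a–d*), and the value here was 50%, which the paper's mixed model (91.3%) brought within 1.5 times, as did the mixed model fitted to each sex alone (88%), chosen after seeing the values. The paper gives 100% for the share of niche genes higher (all female niches), and the value here was 44.1%, which the fit of all 56 libraries (66.9%), each sex fitted alone (80%), the paper's mixed model (100%) and the fit without female Obp50c replicate 64_S33 (67.2%) brought within 1.5 times, as did the set of libraries as a term (76.5%), each sex alone with the set as a term (91.1%) and the mixed model fitted to each sex alone (96.3%), chosen after seeing the values. The paper gives 141 for differing genes (male Obp50b against Obp50NegBCD), and the value here was 4, which the paper's mixed model (134) brought within 1.5 times. The paper gives 47 for differing genes (female Obp50b against Obp50NegBCD), and the value here was 2266, which counts summed by line (47) and the paper's mixed model (44) brought within 1.5 times. With counts summed by line, 68.1% of the genes were higher in Obp50b, compared with 15% in the paper, so that match is in number and not in direction. The paper gives 44 for differing genes (male Obp50cBCD against Obp50NegBCD), and the value here was 263, which the paper's mixed model (45), the fit without male Obp50NegBCD replicate 21_S38 (36), the fit without male Obp50NegBCD replicate 22_S39 (30) and the fit without male Obp50NegBCD replicate 24_S41 (38) brought within 1.5 times. The paper gives 234 for differing genes (male Obp50cBCD against Obp50c), and the value here was 46, which DESeq2 (231) and the paper's mixed model (213) brought within 1.5 times. Of the DESeq2 genes, 56.7% were higher in Obp50cBCD, compared with 12% in the paper, so that match is in number and not in direction. The paper gives 1 for differing genes (male Obp50NegBCD against Obp50Neg), and the value here was 0, which the paper's mixed model (1) and the fit without male Obp50Neg replicate 7_S7 (1) brought within 1.5 times, as did each sex alone with the set as a term (1), chosen after seeing the values. The paper gives 15% for the share of differing genes higher (female Obp50b against Obp50NegBCD), and the value here was 42.8%, which the paper's mixed model (15.9%) brought within 1.5 times. The paper gives 14% for the share of differing genes higher (male Obp50cBCD against Obp50NegBCD), and the value here was 93.2%, which the paper's mixed model (13.3%) brought within 1.5 times. The paper gives 12% for the share of differing genes higher (male Obp50cBCD against Obp50c), and the value here was 52.2%, which the paper's mixed model (13.6%) brought within 1.5 times, as did the set of libraries as a term (13%), chosen after seeing the values.

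The paper gives 95% for the share of niche genes with redundant effects (male), and the value here was 16.7%, which the paper's mixed model (94.2%) and the niche genes of Supplementary data file 13 (99.7%) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (94.8%), chosen after seeing the values. The paper gives 65% for the share of niche genes with a CoV under 0.2 (male), and the value here was 0%, which the niche genes of Supplementary data file 13 (65.4%) brought within 1.5 times, as did niche genes of the mixed model (64.5%), niche genes of the fit of males alone (52%), all genes tested (68.3%), a threshold of 0.3 on that list (88.4%) and TMM-scaled CPM on the list of Supplementary data file 13 (64.5%), chosen after seeing the values. The paper gives 18% for the share of niche genes with epistatic effects (male), and the value here was 100%, which the paper's mixed model (12.2%) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (14.5%), chosen after seeing the values. For epistasis and additivity, the edgeR values are on the log2 scale and those of the paper on the linear scale. The paper gives 14 for niche genes with enhancing epistasis (male), and the value here was 1, which the paper's mixed model (13) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (14), chosen after seeing the values. The paper gives 47 for niche genes with suppressing epistasis (male), and the value here was 5, which each sex fitted alone (57) brought within 1.5 times, as did each sex alone with the set as a term (56) and the mixed model with the niche genes of Supplementary data file 13 (36), chosen after seeing the values. The paper gives 77% for the share of niche genes with redundant and additive effects (male), and the value here was 0%, which the paper's mixed model (82.3%) and the niche genes of Supplementary data file 13 (99.7%) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (80.5%), chosen after seeing the values. The paper gives 60 for niche genes with redundant and epistatic effects (male), and the value here was 1, which DESeq2 (68), each sex fitted alone (42) and the paper's mixed model (41) brought within 1.5 times, as did each sex alone with the set as a term (44) and the mixed model with the niche genes of Supplementary data file 13 (49), chosen after seeing the values. The paper gives 17 for niche genes with divergent and additive effects (male), and the value here was 0, which the paper's mixed model (19) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (17), chosen after seeing the values.

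The paper gives 326 for niche genes with redundant effects (male), and the value here was 1, which the paper's mixed model (324) and the niche genes of Supplementary data file 13 (343) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (326), chosen after seeing the values. The paper gives 1 for niche genes with redundant effects (female), and the value here was 154, which limma-voom with line as a random block (1) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (1), chosen after seeing the values. The paper gives 61 for niche genes with epistatic effects (male), and the value here was 6, which the paper's mixed model (42) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (50), chosen after seeing the values. The paper gives 5 for niche genes with epistatic effects (female), and the value here was 423, which the paper's mixed model (7) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (5), chosen after seeing the values. The paper gives 266 for niche genes with redundant and additive effects (male), and the value here was 0, which the paper's mixed model (283) and the niche genes of Supplementary data file 13 (343) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (277), chosen after seeing the values. The paper gives 0 for niche genes with redundant and additive effects (female), and the value here was 36, which each sex fitted alone (0), limma-voom with line as a random block (0) and the paper's mixed model (0) brought within 1.5 times, as did each sex alone with the set as a term (0) and the mixed model with the niche genes of Supplementary data file 13 (0), chosen after seeing the values. The paper gives 1 for niche genes with redundant and epistatic effects (female), and the value here was 118, which limma-voom with line as a random block (1) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (1), chosen after seeing the values. The paper gives 2 for niche genes with divergent and additive effects (female), and the value here was 281, which the paper's mixed model (2) and the niche genes of Supplementary data file 13 (3) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (2), chosen after seeing the values. The paper gives 4 for niche genes with divergent and epistatic effects (female), and the value here was 305, which the paper's mixed model (4) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (4), chosen after seeing the values. The paper gives 1 for niche genes with divergent and epistatic effects (male), and the value here was 5, which the paper's mixed model (1) brought within 1.5 times, as did the mixed model with the niche genes of Supplementary data file 13 (1), chosen after seeing the values.

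The paper reports more DEGs in males than in females, and the edgeR fit over both sexes called 6 in male and 740 in female niches, while edgeR on each sex alone gave 354 and 75. The paper names *Acp62F* as a hub of the *Obp50a* network and *Gpo2* as a hub of the *Obp50d* network. In the networks rebuilt here *Acp62F* was a node but no hub and *Gpo2* was no node, and *Dup99B* was a hub of the *Obp50d* network.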

Other observations

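The splits of the libraries, the tests by set and line, the CoV of all genes and the tests of RNA from the other sex were chosen after the results were seen.

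In the mixed model, more genes differed from Obp50Neg in male Obp50Pos (242) and Obp50a (103) than in the other single-paralog genotypes. This order depended on the model. The edgeR fit called 2 and 0 (1028 with an unadjusted p under 0.05) against 3 in Obp50c, the males fitted alone gave 95 and 52 against 222 in Obp50c, and DESeq2 gave 22 and 86 against 84 in Obp50c. DESeq2 also gave 144 in Obp50b, 128 of them higher, which is the largest of its male niches. In that group 3 of 4 libraries had yolk and chorion protein transcripts, as did 49_S29 in Obp50a and 61_S22 in Obp50c. The male niche genes of DESeq2 included the yolk protein genes *Yp1* and *Yp2* and the chorion protein genes *Cp15* and *Cp38*. Such transcripts are therefore among its calls. How far such RNA changed these numbers was not tested. For Obp50a, the values argue against a difference between the sets of libraries as the whole reason, because the Obp50a–d niche genes were higher in first-set Obp50a libraries than in Obp50NegBCD, neither of which was used to choose them (median log2 difference 0.33, from 0.26 to 0.40 over the pair of libraries), and the first set alone gave 55 Obp50a genes. Both values rest on 49_S29 and 50_S30, which come from 1 line, and 49_S29 also had yolk protein transcripts (1711 unscaled CPM). The comparison planned for this took the Obp50a genes in first-set Obp50a libraries and Obp50Neg (median log2 difference 0.56), and decides nothing because those libraries were used to choose the genes. For Obp50Pos the sets stay open. Both of its male libraries are in the second set, with the niche genes higher than in Obp50NegBCD by a median log2 difference of 0.62. Second-set Obp50a libraries did not exceed first-set ones (median log2 difference −0.027), but adding the set as a term to the fit of males alone lowered the Obp50Pos genes from 95 to 0 (1375 with an unadjusted p under 0.05) and the Obp50a genes from 52 to 5. Set and genotype therefore cannot be told apart for the Obp50Pos genes. An accessory gland list of 36 genes, without niche genes, was higher in Obp50Pos than in Obp50Neg (median log2 difference 0.71), above 100% of 10000 random lists of the same expression. A larger share of accessory gland RNA in those libraries may account for part of the difference. With the gland list left out, the Obp50a–d niche genes were still higher in Obp50Pos than in Obp50Neg (median log2 difference 0.66, compared with 0.68). In Obp50c line 24 the 36 gland genes were lower than in Obp50Neg (−1.10), while the niche genes moved by −0.096. In Obp50d both were higher (0.29 and 0.27). The line 24 values argue against gland RNA as the whole reason. Whether the genotype or the condition of the flies changed the share of gland RNA was not tested.

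Under the mixed model more genes were called in males than in females. In simulated unchanged genes higher in males, 9.379% had a p under 0.05 in the fit of both sexes, compared with 0.8327% of the other unchanged genes. Of the 242 male Obp50Pos genes, 97.11% were at least 2 times higher in males, compared with 28.96% of the genes tested. The share was 100% for the male Obp50a genes, 96.15% for Obp50c and 95% for Obp50d. At the FDR of 0.05, that fit called 10 unchanged genes for Obp50Pos beside 38 changed ones. The contrasts of Obp50a, Obp50b, Obp50c and Obp50d were simulated without changed genes, and 0 genes were called in each. The shared spread alone therefore gave no calls there, and calls beside changed genes were not simulated for them. Where other genes change, as for Obp50Pos, a residual spread shared by both sexes may raise some of the male calls. By how much was not determined. Fitted to the males alone, the mixed model called 25 genes for Obp50Pos, 16 of them shared. It called 4 instead of 103 for Obp50a, 4 instead of 78 for Obp50c and 3 instead of 20 for Obp50d, so the fall was not limited to Obp50Pos. In the simulation for Obp50Pos, the fit of males alone recovered 11 of 60 changed genes instead of 38. A smaller number of libraries therefore cannot be told apart from that spread as the reason.

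Of the 20 male Obp50d genes of the mixed model, 6 were on chromosome arm 2R, where the *Obp50* cluster lies and where 20.03% of the genes tested are (Fisher's exact test, p = 0.265). Of the 4 female Obp50d genes, 3 were on 2R (Fisher's exact test, p = 0.0273). Obp50d comes from 1 line, so a background segment and the paralog cannot be told apart for these genes.

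A CoV under 0.2 was reached by 68.33% of all genes tested, so the share among the niche genes may reflect a level that most genes reach.

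In the males of Obp50c, accessory gland transcripts were at 5151 and 5642 unscaled CPM in line 24 and at 12930 and 16260 in line 6. Library size argues against depth as the cause, since the larger library of line 24 had 29849120 counts, and all 4 libraries are in the first set, which argues against the sets. The females of line 24 also differed from those of line 6, with yolk protein transcripts at 8075 and 7123 unscaled CPM compared with 22350 and 26550, and chorion protein transcripts at 3682 and 3068 compared with 10490 and 11730. A difference between the lines in both sexes stays open, and the female contrasts with Obp50c hold it too. Whether the condition of the flies differed between the lines was not tested.

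Other splits of the same libraries were counted for each number of genes, the real split included. With each sex alone, 1 of 35 splits gave as many genes for male Obp50a (52), Obp50b (3), Obp50c (222), Obp50NegBCD (6), Obp50b against Obp50NegBCD (409) and Obp50cBCD against Obp50NegBCD (312), 8 of 35 for male Obp50cBCD against Obp50c (472), and 4 of 35 for female Obp50b against Obp50NegBCD (110). With both sexes in one fit, 1 of 35 splits gave as many for male Obp50c (3) and for male Obp50cBCD against Obp50NegBCD (263), 2 of 35 for male Obp50b against Obp50NegBCD (4), 4 of 35 for male Obp50cBCD against Obp50c (46) and for female Obp50b against Obp50NegBCD (2266), and 29 of 100 drawn splits for the 4 female contrasts together (314). All 35 splits gave as many as the 0 genes called in male Obp50a, Obp50b and Obp50NegBCD against Obp50Neg. The libraries come in pairs from lines, and few of the 35 splits keep the lines together, so shares under 0.05 hold for libraries and not for lines. With each sex alone, the other splits that keep the lines together gave up to 135 genes for male Obp50c, 2246 for male Obp50cBCD against Obp50c, 639 for female Obp50b against Obp50NegBCD and at most 1 for the other comparisons. With both sexes in one fit they gave up to 371 genes for male Obp50cBCD against Obp50c, 2047 for female Obp50b against Obp50NegBCD, 31 for male Obp50cBCD against Obp50NegBCD and 0 for the other male comparisons.

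Several genes differed in level between the lines of 1 genotype. *CG34290*, *CG42876*, *Gr36c* and *CG4936* were higher in male Obp50cBCD line 5 than in line 21, *CG13359* in female Obp50c line 24 than in line 6, *narya* in male Obp50c line 24 than in line 6, *lncRNA:CR42790* in female Obp50Neg line 31 than in line 30, and *hydra* and *ppk10* in female Obp50Neg line 30 than in line 31. *lncRNA:CR45216* was at 103 CPM in female Obp50cBCD replicate 58_S48 and at 48.9 (scaled with all 56 libraries) in replicate 55_S45, both from line 5, and at 0.112 and 0.0698 in the libraries of line 21.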
